# Quantitative Proteomics and Transcriptomics Reveals Differences in Proteins During Anthers Development in *Oryza longistaminata*

**DOI:** 10.3389/fpls.2021.744792

**Published:** 2021-11-19

**Authors:** Yue Sun, Xin Wang, Zhongkai Chen, Lu Qin, Bai Li, Linjuan Ouyang, Xiaosong Peng, Haohua He

**Keywords:** *Oryza longistaminata*, pollen viability, proteome, fatty acid, glyoxylate cycle, gluconeogenesis

## Abstract

*Oryza longistaminata* is an African wild rice species that possesses special traits for breeding applications. Self-incompatibility is the main cause of sterility in *O. longistaminata*, but here we demonstrated that its pollen vitality are normal. Lipid and carbohydrate metabolism were active throughout pollen development. In this study, we used I_2_-KI staining and TTC staining to investigate pollen viability. Aniline-blue-stained semithin sections were used to investigate important stages of pollen development. Tandem mass tags (TMT)-based quantitative analysis was used to investigate the profiles of proteins related to lipid and carbohydrate metabolism in 4-, 6-, and 8.5-mm *O. longistaminata* spikelets before flowering. Pollen was found to germinate normally *in vitro* and *in vivo*. We documented cytological changes throughout important stages of anther development, including changes in reproductive cells as they formed mature pollen grains through meiosis and mitosis. A total of 31,987 RNA transcripts and 8,753 proteins were identified, and 6,842 of the proteins could be quantified. RNA-seq and proteome association analysis indicated that fatty acids were converted to sucrose after the 6-mm spikelet stage, based on the abundance of most key enzymes of the glyoxylate cycle and gluconeogenesis. The abundance of proteins involved in pollen energy metabolism was further confirmed by combining quantitative real-time PCR with parallel reaction monitoring (PRM) analyses. In conclusion, our study provides novel insights into the pollen viability of *O. longistaminata* at the proteome level, which can be used to improve the efficiency of male parent pollination in hybrid rice breeding applications.

## Introduction

The genus *Oryza* consists of 24 species: two cultivated species (*O. sativa* and *O. glaberrima*) and 22 wild rice species with different ecological adaptations and 10 identifiable genomes (AA, BB, CC, EE, FF, GG, BBCC, CCDD, HHJJ, and HKK; Ge et al., 1999; Zhang et al., 2001). *Oryza longistaminata* (2*n*=24, AA), widely distributed in tropical Africa, is a perennial species with long anthers (Rout et al., 1989), self-incompatibility (Ghesquiere, 1986), strong resistance to biotic and abiotic stresses (Song et al., 1995), and strong rhizomes (Hu et al., 2003). Previous studies have focused mainly on the development of perennial rice (Sacks and Roxas, 2003) and the breeding of blight-resistant varieties, and genes such as Rhz2, Rhz3 (Hu et al., 2003), and Xa21 (Song et al., 1995) have been identified. However, self-incompatibility (Glover et al., 2010) is determined mainly by the recognition of pollen and stigma, and there are few reports on the vitality of the pollen itself. The decoding of the *O. longistaminata* genome is undoubtedly the key to uncovering these significant agronomic characteristics and the molecular mechanisms that enhance rice genetic improvement. However, further study of *O. longistaminata* pollen must be based on cytological analysis (Zhang et al., 2015).

Because the anther development of *O. longistaminata* is completely different from that of *O. sativa*, we must perform new cytological analyses to determine the critical events in its pollen development. The pollen development of *O. sativa* consists of 14 important stages, and the bicellular pollen undergoes its second mitosis during stage 12 (Zhang et al., 2010, 2011). At this stage, the spherical microspores are full of sugar and lipidic materials, among which starch and sucrose provide energy for pollen germination (Feng et al., 2001). In addition, meristem specification, cell differentiation, cell-to-cell communication, meiosis and mitosis are crucial for pollen development (McCormick, 2004; Scott et al., 2004; Ma, 2005; Wilson and Zhang, 2009). Pollen development goes through four important stages, including two meiosis and two mitosis. Pollen development is initiated by the formation of pollen mother cells (PMC) through two rounds of meiosis, leading then to four individual haploid microspores (Ischebeck, 2016; Begcy and Dresselhaus, 2017). The first mitosis represents a key switch in gametophyte formation, defining the transition from microspore development to maturity. During this process, vacuoles begin to decrease in size and number, and mitochondria, plastids, endoplasmic reticulum, and liposomes begin to form gradually (Datta et al., 2002). The Osaocs12 mutant had no mature pollen, mainly because fatty acyl-CoA synthetase OsACOS12 was inhibited at stage 10 (Yang et al., 2017). The *Cut1* gene encodes a long chain fatty acid condensing enzyme that converts fatty acids into cuticular wax (Millar et al., 1999), and many polysaccharide and fatty acid metabolic synthases are necessary for pollen viability and germination. Transcriptome analysis revealed dynamic changes in gene expression between early lipid metabolism and late carbohydrate metabolism during anther development (Li et al., 2016). The second mitosis occurs in rice with three-nucleated pollen (Tanaka, 1997). At this stage, starch filling is completed by entering the pollen grain and the pollen cytoplasm is filled with larger starch grains (Datta et al., 2002). *RIP1* gene affected starch granule formation in rice (Han et al., 2006). The successful completion of pollen germination and pollen tube elongation is also an important factor to measure the maturity of pollen grains and pollen viability. For successful reproduction in higher plants, pollen should germinate only after reaching a compatible stigma and finally growing into the embryo sac within the ovule through the style (Lobstein et al., 2004). *GSL1* and *GSL5* gene were found to affect pollen germination and pollen tube growth in *Arabidopsis* (Guan et al., 2008). In addition, during first mitosis stage, the pollen cytoplasm undergoes several important metabolic changes, including sugar and lipid biosynthesis, protein synthesis and glyoxylate cycle (Niewiadomski et al., 2005).

More importantly, fatty acids undergo β-oxidation for breakdown into acetyl-CoA, which is transformed into citric acid and enters the TCA cycle, where glyoxylate is present. Oxaloacetic acid then produces glucose through gluconeogenesis, thereby achieving the conversion of lipids to sugars. The role of the glyoxylate cycle in the lipid metabolism of seedlings was first discovered in oil crops (Beevers, 1979). Peroxide isomerase (ACN1) converts fatty acids into acetyl-coenzyme A (acetyl-CoA), marking an important entry point for fatty acids into the TCA (Lin and Oliver, 2008). On the other hand, gluconeogenesis may play an important role in glucose metabolism during pollen development (Nakamura et al., 1992). The role of gluconeogenesis in pollen viability and pollen tube germination has also been demonstrated in pine pollen (Malik et al., 1978).

Proteomics is a powerful tool to study protein dynamics and its complex regulatory mechanisms. Since mRNA expression cannot fully reflect protein expression, proteomic analysis has gradually become a useful and widely used method to elucidate cell function (Nobori et al., 2020; Wang et al., 2020). Currently, public databases contain only genome and transcriptome information for *O. longistaminata*. But an understanding of proteins is equally important, particularly those that play a role in pollen development, as proteins are the direct products of gene function and participate directly in pollen metabolism. Here, we performed proteome analyses of staged pollen from *O. longistaminata* and revealed variations in protein expression during the formation of viable pollen. Tandem mass tags-mass spectrometry/mass spectrometry (TMT-MS/MS) analysis was used to identify and quantify low-abundance proteins with high accuracy. We used TMT-MS/MS to track changes in the abundance of proteins involved in energy metabolism during the development of *O. longistaminata* pollen, focusing in particular on proteins related to the biosynthetic pathways of the glyoxylate cycle and gluconeogenesis. Finally, we used real-time PCR and parallel reaction monitoring (PRM) to verify the expression patterns of key genes in the metabolic pathway.

## Materials and Methods

### Plant Materials and Growth Conditions

*Oryza longistaminata* was introduced from African cultivars of wild rice planted in Hainan Province, China. As *O. longistaminata* is a short-day plant, it was planted in the test base of Jiangxi Agricultural University (18°33'68''N, 109°68'90''E). At Stage 4, archesporial cells undergo periclinal divisions and generate primary sporogenous cells, this stage is the initiation of pollen development (Nonomura et al., 2003). At Stage 6, microspore mother cells (MMCs) begin to form and undergo meiosis, which plays a key role in the formation of pollen fertility. More importantly, the inner secondary parietal layer develops into the tapetum, which means that the anther begins to provide energy for pollen development (Jung et al., 2005). At Stage 12, the most important event is the accumulation of sugar and starch, and the spherical microspores full of reserve substances, which plays a key role in the formation of pollen vitality (Zhang et al., 2010; Figures 1A,B). *Oryza longistaminata* plants were sampled at three important stages of pollen development: 4-mm spikelet (Ls-4mm, primary sporogenous cells, Stage 4), 6-mm spikelet (Ls-6mm, MMCs, Stage 6), and 8.5-mm spikelet (Ls-8.5mm, second mitosis cells, Stage 12; Figure 1C).

**Figure 1:**
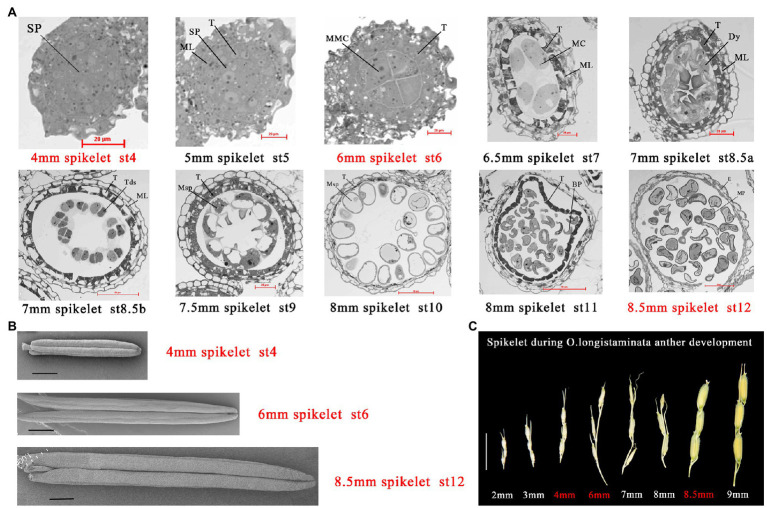
Characterization of male fertility in *Oryza longistaminata*. **(A)** Semi-thin sections of anthers from *O. longistaminata* at different developmental stages. Bars=20 or 50μm. Sp, sporogenous cell; T, tapetum; Tds, tetrads; Dy, dyad cell; E, epidermis; MC, meiotic cell; ML, middle layer; MMC, microspore mother cell; MP, mature pollen; Msp, microspore parietal cell; BP, bicellular pollen; Bars=20 or 50μm **(B)** Scanning electron microscope observation of anther at different developmental stages in *O. longistaminata*. Bars=1 mm. **(C)** Panicle phenotypes of *O. longistaminata* at different developmental stages. Bars=1cm.

### Phenotype Observations and Determination of Pollen Viability

Phenotype analysis included observations of plant type and panicle type, scanning electron microscopy (SEM) observations, I_2_-KI pollen staining, *in vitro* pollen germination tests, observation of pollen tube growth on stigmas, and pollen tube imprinting in the embryo. Pollen (1day before flowering) was stained with 1% I_2_-KI or 2% triphenyltetrazolium chloride (TTC), then observed in three fields to ensure that more than 200 pollen grains were counted for pollen vitality assessment. Sucrose is the main form for storing, accumulating and transporting sugar in plants. It is more effective to cultivate pollen with sucrose than other polysaccharides, so it is the most suitable medium for pollen germination and pollen tube growth. If the sucrose concentration in the medium is too low and the basic nutrients for pollen germination are not enough, pollen germination will be inhibited (Yin and Zhao, 2005). Sucrose concentration of pollen germination *in vitro* of most plants is between 10 and 30%. The mature pollen was shaken into a culture dish that contained *in vitro* germination solution (20, 30, and 40% sucrose, 10% PEG4000, 3mM Ca(NO_3_)_2_, 40mg/L H_3_BO_3_, 3mg/L vitamin B_1_). The experiment was repeated three times, with more than 200 pollen grains counted per replicate. A slide containing stained cells was photographed with an Nikon SMZ1270i stereomicroscope. Six hours after flowering, the stigma was fixed in 75% FAA for 24h and dehydrated in a gradient of 95, 75, 50, 30, and 10% ethanol. The tissue was softened in 2M NaOH for 12h and stained with 0.05% aniline blue for 12h. Then the softened stigma was placed on a clean slide with one drop of glycerin and photographed under a fluorescence microscope. A slide containing stained cells was photographed with an Nikon ECLIPSE Ni fluorescence microscope and Nikon Ds-Ri2 camera system. Pollen tubes were stained with acetocarmine aniline blue, and embryos were stained with 20g/ml H33324. The samples were placed in a mixture of anhydrous ethanol and methyl salicylate (1:1) for 1h, then treated with methyl salicylate twice for 2h each time. The elongation of pollen tubes in mature embryos was observed by confocal laser scanning microscope (WCLSM; Zhao et al., 2013).

### Cytological Observations of Pollen With the Electron Microscope

Samples were fixed in 2% OsO_4_ overnight at 4°C, dehydrated in an ethanol gradient (95, 75, 50, 30, and 10%), and soaked in ethanol-isoamyl acetic acid (V:V=1:3) for 1h. After vacuum coating, the sample was observed under a scanning electron microscope (HITACHI SU8100), and pollen and anthers were photographed. *Oryza longistaminata* anthers at three developmental stages were fixed in 2.5% glutaraldehyde and stored at 4°C. Samples were dehydrated in a PBS gradient (95, 75, 50, 30, and 10%), then embedded in Technovit 7100 resin (Heraeus Kulzer). Microtome sections (5μm) were treated with 0.25% aniline blue to stain the cells. Semi-thin sections of pollen at different developmental stages were photographed with a HITACHI HT7700 transmission electron microscope.

### Determination of Sucrose and Fatty Acid Components

Sugar components were determined by high performance liquid chromatography (HPLC). Anther tissues of *O. longistaminata* were obtained at three stages and dried to constant weight. Dried samples (0.1g) were weighed and ground, and 4ml of ~80% ethanol was added. Samples were placed in a water bath at 80°C, stirred every 5min for a total of 40min, and the supernatant was collected after centrifugation. The extraction was repeated three times, and the supernatants were collected in a test tube; then 20mg of activated carbon was added to the tube, and the liquid was vibrated and decolorized for 30min in a water bath at 80°C, with vibration once every 10min. Then the filtrate was filtered twice, poured into an evaporating dish, evaporated in a water bath at 80°C, and then dissolved in 0.5ml ultra-pure water. The solution was filtered through a 0.2-μm water system membrane. Finally, the sugar extract was placed in a 1.5-ml centrifuge tube for the determination of sucrose content by HPLC. The chromatographic conditions were: Agilent 1100 HPLC system, differential refractive detector, and NH_2_ analysis column. The flow rate of mobile phase was 1.0ml/min, the column temperature was 30°C, and the sample volume was 20μl. The optimum chromatographic conditions (acetonitrile/water=80:20, *v*/*v*) were selected for analysis. The peak area of sucrose was measured and recorded, and the content of sucrose at different developmental stages was calculated. Three biological replicates were performed for each sample type.

Fatty acid components were determined by gas chromatography–mass spectrometry (GC-MS; Sanchez-Salcedo et al., 2016). Anther tissues of *O. longistaminata* were obtained from three developmental stages. Each anther sample (0.25g) was weighed and placed in a 5-ml volumetric flask; 1ml 0.5M KOH-methyl alcohol was added, and the mixture was heated at 65°C for 30min. At the end of alkalolysis, 1ml of 12.5% BF_3_-methanol was added, and the mixture was heated at 65°C for 30min for esterification. After esterification, 1ml paraffin ether was added to extract the fatty acid methyl esters by full oscillation, and the ester was left standing. Then 1ml saturated NaCl was slowly added to the volumetric flask, and the upper organic phase containing fatty acid methyl esters was used for the detection of fatty acid composition by gas chromatography. In this system, the flow rate of helium was 20ml/min, and the inlet and transfer line temperatures were 210 and 200°C, respectively. The heating procedure was optimized as follows: from 40 to 140°C at a rate of 20°C/min, increasing to 180°C at a rate of 4°C/min, and up to 200°C for 5min. Fatty acid composition was determined based on peak time and comparison with the standard fatty acid methyl ester. The area percentage of each component was taken as its percentage content.

### RNA Sequencing

Total RNA was extracted from pollen of three developmental stages by grinding tissue using the TRIzol reagent (Invitrogen). DNase digestion was performed to avoid contamination from genomic DNA, and the phenol chloroform method was used to isolate the total RNA. The integrity of the extracted RNA was measured with a NanoDrop 2000 spectrophotometer (Thermo Scientific) based on the 260/280 and 260/230nm absorbance ratios. mRNA was enriched using Oligo(dT) magnetic beads, then sheared into short fragments with fragmentation buffer. The mRNA was used as a template to synthesize first-strand cDNA with random hexamer primers, and the second-strand cDNA was synthesized by adding buffer, dNTPs, RNase H, and DNA polymerase I. After purification with the QiaQuick PCR kit and elution with EB buffer, end repair was performed, poly(A) was added, and sequencing ligators were attached. Fragment size selection was performed by agarose gel electrophoresis, and then PCR amplification was performed. The constructed sequencing libraries were sequenced on the Illumina Hiseq 2000 platform.

Raw image data generated by the sequencer were converted to raw reads by base calling, and the results were stored in FastQ file format. Raw data (raw reads) of fastq format were firstly processed through in-house perl scripts. In this step, clean data (clean reads) were obtained by removing reads containing adapter, reads containing ploy-N and low-quality reads from raw data. At the same time, 20, Q30, and GC content the clean data were calculated. HiSat2 software was used to compare clean reads and obtain unique reads (Kim et al., 2015). All the downstream analyses were based on the clean data with high quality. The distribution and coverage of unique reads on the reference sequence^1^ were counted to determine whether the comparison results passed quality control test and to confirm that there were sufficient high-quality reads for subsequent bioinformatics analysis. Reference genome and gene model annotation files were downloaded from genome website directly. Index of the reference genome was built using Hisat2 v2.0.5 and paired-end clean reads were aligned to the reference genome using Hisat2 v2.0.5. We selected Hisat2 as the mapping tool for that Hisat2 can generate a database of splice junctions based on the gene model annotation file. The RNA-seq data used in this study are deposited in NCBI Gene Expression Omnibus database (accession no. GSE181045).

### Protein Extraction and Trypsin Digestion

Anther samples from three developmental stages were thoroughly ground to powder in liquid nitrogen. Samples from each group were combined with a four-fold volume of phenol extraction buffer, then ultrasonically fragmented. An equal volume of Tris was added, and the mixture was centrifuged at 5,500*g* and 4°C for 10min. The supernatant was combined with a five-fold volume of 0.1M ammonium acetate/methanol for precipitation overnight. Protein precipitates were washed with methanol and acetone, then redissolved in 8M urea, and the protein concentration was determined with a BCA kit. The same amount of each protein sample was taken for enzymatic hydrolysis. The final concentration of 20% trichloroacetic was added slowly, then the mixture was vortexed and precipitated at 4°C for 2h. The supernatant was discarded after centrifugation at 4,500*g* for 5min. The pellet was washed and precipitated with pre-cooled acetone 2–3 times. After the precipitate was dried, TEAB was added to a final concentration of 200mM, the precipitate was dispersed by ultrasound, and trypsin was added at a ratio of 1:50 for enzymatic hydrolysis overnight. DTT was added to a final concentration of 5mM and reduced at 56°C for 30min. Finally, IAA was added to a final concentration of 11mM and incubated at room temperature in the dark for 15min.

### LC-MS/MS Quantitative Proteomics

For liquid chromatography, the peptides were dissolved in mobile phase A and separated using a nanoElute ultra-performance liquid system (Bruker). Mobile phase A was an aqueous solution of 0.1% formic acid and 2% acetonitrile. Mobile phase B was a solution of 0.1% formic acid and 100% acetonitrile. The liquid phase gradient settings were: 0–70min, 5–22% B; 70–84min, 22–32% B; 84–87min, 32–80% B; 87–90min, 80% B. The flow rate was maintained at 300nl/min. After separation by the ultra-performance liquid system, the peptide was injected into the capillary ion source for ionization and then analyzed by timsTOF3 mass spectrometry. The voltage of the ion source was set to 2.0kV. High-resolution TOF was used to detect and analyze the parent ions of the peptide and its secondary fragments. The secondary mass spectrum scanning range was set to 100–1,700. Data collection used the parallel cumulative serial fragmentation (PASEF) mode. After one primary mass spectrometry collection, the secondary spectrograms with the charge number of parent ions in the range of 0–5 were collected in PASEF mode 10 times. The dynamic exclusion time of tandem mass spectrometry was set at 30s to avoid repeated scanning of parent ions (Cox et al., 2009). The mass spectrometry proteomics data are available at the ProteomeXchange Consortium *via* the PRIDE partner repository with the dataset identifier PXD028805.

Protein annotation mainly include Kyoto Encyclopedia of Genes and Genomes (KEGG) annotation and subcellular localization. KEGG database was used to annotate protein pathway. Firstly, BLAST comparison (blastp, *e*-value ≤1*e*-4) was performed on the identified proteins. For BLAST comparison results of each sequence, the result with the highest score was selected for annotation. Then using KEGG online service tools KAAS to annotated protein’s KEGG database description. Finally, mapping the annotation result on the KEGG pathway database using KEGG online service tools KEGG mapper. We used WoLF PSORT a subcellular localization predication soft to predict subcellular localization. WoLF PSORT is an updated version of PSORT/PSORT II for the prediction of eukaryotic sequences.

### qRT-PCR Analysis

RNA extraction was performed as described for the RNA-seq procedure. cDNA was synthesized using a PrimeScript 1st strand cDNA synthesis kit (TaKaRa) according to the instructions of the PrimeScript RT Master Mix. Complementary DNA was amplified and quantified using a 7500 Real-Time PCR system (Thermo Scientific) with SYBR Green PCR Master Mix (TaKaRa). Each sample was analyzed in triplicate, and the relative mRNA expression fold changes, calculated with the 2^−ΔΔ*C*T^ method, were normalized to the housekeeping gene *Actin* (gene ID: Os03g0718100). The program was set as follows: holding for 5min at 95°C followed by 40cycles of 15s at 95°C, 15s at 57°C, and 30s at 62°C. qRT-PCR primers were designed using the online NCBI Primer-blast tool (Supplementary Table S7).

### PRM Analysis

Proteins were extracted as described for the proteomic procedure. The peptides were dissolved in liquid chromatography mobile phase A and separated using the EASY-NLC 1000 UPLC-system. Mobile phase A was an aqueous solution of 0.1% formic acid and 2% acetonitrile. Mobile phase B was an aqueous solution of 0.1% formic acid and 90% acetonitrile. The liquid phase gradient settings were: 0–16min, 8–30% B; 16–22min, 30–40% B; 22–26min, 40–80% B; 26–30min, 80% B. The flow rate was maintained at 500nl/min. The peptides were separated with an ultra-performance liquid phase system, injected into an NSI ion source for ionization, and then analyzed by Q Exactive Plus mass spectrometry. The ion source voltage was set at 2.1kV. Orbitrap was used to detect and analyze the peptide parent ions and their secondary fragments. The scanning range of primary mass spectrometry was set to 382–953*m*/*z*, and the scanning resolution was set to 70,000. The Orbitrap scanning resolution was set to 17,500. The data acquisition mode used a data-independent scan (DIA) program, and the HCD collision pool fragmentation energy was set to 27. The automatic gain control (AGC) of primary mass spectrometry was set to 3E6, and the maximum ion implantation time (Maximum IT) was set to 50ms. The AGC of secondary mass spectrometry was set to 1E5, the maximum IT to 220ms, and the isolation window to 1.6*m*/*z*. For peptide parameters, the protease was set to Trypsin [Kr/P], the maximum number of missed cut sites was set to 0, the length of the peptide was set to 7–25 amino acid residues, and cysteine alkylation was set as fixed modification. For transition parameters, the parent ion charge was set to 2, 3; the child ion charge to 1; and the ion type to B, Y. Fragment ion selection began from the third to the last, and the tolerance of mass error for ion matching was set to 0.02Da (Glen et al., 2010). In the experimental design, more than two unique peptides were used for quantitative analysis of each protein (only one unique peptide was suitable for PRM verification for some proteins), and only one peptide was identified for some proteins due to sensitivity and other reasons. After normalizing the quantitative information by the heavy isotope-labeled peptide, a relative quantitative analysis (three biological replications) was performed on the target proteins. The protein relative expression level were processed and analyzed using Microsoft Excel 2007 and SPSS 16.00. Data of qRT-PCR and PRM were analyzed by one-way ANOVA, and treatment means were compared using the least significant difference test (LSD) at the *p*=0.05 probability level. Figures were constructed using Origin 17.0 (Origin Lab, Northampton, MA, United States).

### Subcellular Localization of OlPCP Gene

The coding sequence of OlPCP gene without stop codon was amplified through RT-PCR with 2μl cDNA from panicles in *O. longistaminata*. Then the PCR products was ligated with EcoR I and Kpn I-digested pAN580-eGFP-N1 vector to generate pAN580- OlPCP -GFP fusion expression vector derived by CaMV 35S promoter. The constructed OlPCP -GFP fusion expression vector was confirmed by sequencing. This fusion vector and the control vector (pAN580-eGFP-N1) were transformed into Rice protoplast cells by PEG-mediated method, respectively. Green fluorescent protein (GFP) fluorescence in transformed Rice protoplast cells was detected under a laser scanning confocal microscope.

### Bioinformatics Analysis

The protein/transcriptome data with quantitative values in all samples were selected for dimensionality reduction. The data were first transformed by log2, and the mean value was subtracted. Then the PRCOMP function in R was used for principal component analysis. Gene expression was calculated using an FPKM algorithm (DESeq2). Differentially expressed genes (DEGs) between pairs of developmental stages were identified based on a false discovery rate (FDR) ≤0.001 and |log2Ratio|≥1 (Love et al., 2014). With 4-mM spikelets as a control, the expression of each gene calculated relative to its expression in 4-mm spikelets. The KEGG database was used to identify enriched pathways in DEG sets relative to all identified proteins using a two-tailed Fisher’s exact test. Pathways with FDR-corrected values of *p*<0.05 were considered to be significantly enriched. These pathways were classified into hierarchical categories using the KEGG website. For further hierarchical clustering based on differentially expressed protein functional classifications (such as GO, Domain, Pathway, and Complex), we first collated all the enriched categories along with their values of *p*, then filtered for those categories that were enriched in at least one of the clusters with a value of *p* <0.05. This filtered value of *p* matrix was transformed using the function *x*=−log_10_ (*p*). Finally, these *x* values were *z*-transformed for each functional category. The *z*-scores were then clustered by one-way hierarchical clustering (Euclidean distance, average linkage clustering) in Genesis. Cluster membership was visualized with a heat map using the heatmap.2 function from the gplots R-package.

## Results

### Developmental Stages of *Oryza longistaminata* Pollen

*Oryza longistaminata* generally flowers in succession from January to May in Sanya, China under short-day conditions. Because of differences in pollen development between *O. longistaminata* and *O. sativa*, we examined transverse sections of *O. longistaminata* anthers at multiple developmental stages (Figure 1A). The 4-mm spikelet was in stage 4 of pollen development, in which cell divisions generate the sporogenous primary cells. The 5-mm spikelet was in stage 5, when the primary sporogenous cells divide and form the sporogenous cells, and the presence of the tapetum indicates that the spore mother cell has begun to supply nutrients. The 6-mm spikelet was in stage 6, in which four layers of anther somatic cells enclose the anther locule, where MMCs contact the tapetum. The 6.5-mm spikelet was in stage 7, when meiosis begins. The 7-mm spikelet was in stages 8a and 8b, when one meiocyte forms a dyad cell at the end of meiosis I, and the dyad cell then forms tetrads at the end of meiosis II, and cavitation appears in the tapetum. The 7.5-mm spikelet was in stage 9, when haploid microspores are released, and the middle layer has degraded. The 8-mm spikelet was in stages 10 and 11, when the microspore becomes more vacuolated with a round shape, then forms bicellular pollen, which undergoes the first mitotic division. The 8.5-mm spikelet was in stage 12, when bicellular pollen forms mature pollen. The most important event at this stage is the accumulation of sugar, and mature pollen begins to pick up energy. The study also observed anther morphology at three key stages of pollen development (Figure 1B). In order to properly time transcriptome and proteome sampling, we needed to observe pollen development in the panicle (Figure 1C).

### Confirmation of *Oryza longistaminata* Pollen Viability

But the panicles do not set seed. To confirm that pollen viability is normal, we observed the mature anther cuticle and pollen grains of *O. longistaminata* using SEM: the mature anthers had obvious reticulate anther cuticles, and the pollen grains of *O. longistaminata* were round (Figures 2A,B). The 8.5-mm spikelet was in stage 12. At this stage, the generative cell in the microspore undergoes the second mitosis and the mature pollen grain contains three nuclei (tricellular pollen). The anther development and pollen maturation are nearly complete (Feng et al., 2001). From stage 12 to flowering, Pollen grains become more spherical in shape. The lemma and palea interlocking structure is opened and the filament elongates. The septum breaks, and the anther continues the release of mature pollen grains. Pollen grains (97.8%, *n*=800) were stained with I_2_-KI, and the results showed completely normal viability of the male gametes (Figure 2C). Pollen grains (96.2%, *n*=630) were stained with TTC, which showed that pollen activity was very strong (Figure 2D). The viability *O. longistaminata* pollen was next evaluated by pollinating indica (9311) and Japonica (ZH11) flowers with *O. longistaminata* pollen grains. In both ZH11 and 9311, pollen tubes grew normally on the stigma 6h after flowering (Figure 2E). After pollination, the pollen grain germinates and the pollen tube passes through the stigma, enters the micropyle, and releases a sperm nucleus which fertilizes the egg cell to form a zygote and develops into an embryo (Chang et al., 2020). The embryo grows gradually within 6days after pollination, and pollen tube staining was retained in the mature embryo 6days after flowering. The pollen tube staining showed that the pollen tubes had reached the position of the ovules in the mature embryo sac (Figure 2F). These results indicate that male fertility is not impaired in *O. longistaminata*.

**Figure 2:**
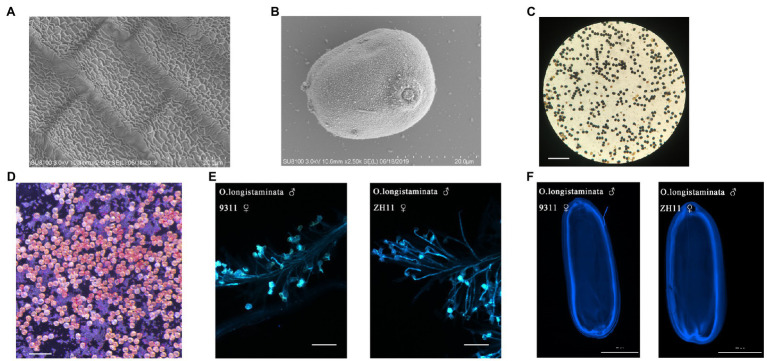
Cytological analysis of pollen development in *O. longistaminata*. **(A)** Scanning electron microscope observation of the anther cuticle in O. longistaminata. Bars=20μm. **(B)** Scanning electron microscope observation of pollen grains in O. longistaminata. Bars=20μm. **(C)** I2-KI staining of pollen. Bars=200μm. **(D)** Triphenyltetrazolium chloride (TTC) staining of pollen. Bars=100μm. **(E)** Pollen tube growth of O. longistaminata on the stigmas of 9311 and ZH11. Bars=100μm. **(F)** The pollen tube imprinting of O. longistaminata on mature embryos of 9311 and ZH11. Bars=2,000μm.

### Sucrose and Fatty Acid Components During Critical Developmental Stages in *Oryza longistaminata*

We identified sugar components in pollen extracts from spikelets at three developmental stages using HPLC. The contents of sucrose, glucose, and fructose increased steadily from the 4-mm spikelet to the 8.5-mm spikelet and were all highest in the 8.5-mm spikelet: sucrose 60.33mg/g, glucose 19.28mg/g, and fructose 26.89mg/g (Figure 3A; Supplementary Table S1). Likewise, we identified the relative contents of different fatty acids in pollen extracts from spikelets at three developmental stages using GC-MS. The contents of linoleic acid (18:2^−Δ9C,12C^), oleic acid (18:1^−Δ9C^), palmitic acid (16:0), decanoic acid (10:0), octanoic acid (8:0), and butanoic acid (4:0) declined from the 4-mm spikelet to the 8.5-mm spikelet, and all were highest in the 4-mm spikelet: linoleic acid 33.65%, palmitic acid 25.72%, decanoic acid 3.47%, octanoic acid 0.83%, and butanoic acid 7.72% (Figure 3B; Supplementary Table S2).

**Figure 3:**
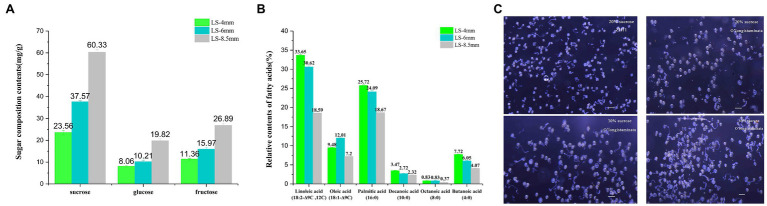
Metabolite analysis of pollen development and an *in vitro* pollen germination assay in *O. longistaminata*. **(A)** Concentrations of three sugar components in pollen from 4-, 6-, and 8.5-mm spikelets. **(B)** Relative contents of different fatty acids in pollen from 4-, 6-, and 8.5-mm spikelets. **(C)** Pollen germination rate at different sucrose concentrations in *O. longistaminata* and *O. sativa*. The sugar composition tests were performed with three replicates, each consisting of 0.1g anther sample. The relative content of fatty acids tests were performed with three replicates, each consisting of 0.25g anther sample. Values are mean±standard error. Data followed by different lower-case letters denote significant differences between sugar composition/relative content of fatty acids at the 5% level according to least significant difference test (LSD) test.

Pollen activity was quantified with a pollen germination test, which confirmed the completely normal viability of male gametes from *O. longistaminata* and *O. sativa*. However, in 20% sucrose, the germination rate of *O. longistaminata* (61.3%, *n*=430) was lower than that of ZH11 (83.5%, *n*=380). The germination rate of *O. longistaminata* (85.3%, *n*=420) was better in 40% sucrose solution (Figure 3C), suggesting that *O. longistaminata* pollen contains higher levels of low molecular weight sugars, such as sucrose.

### Transcriptomes and Proteomes at Three Pollen Developmental Stages

We analyzed the transcriptome and proteome of *O. longistaminata* using RNA-sequencing (RNA-seq) and liquid chromatography-mass spectrometry (LC-MS), respectively. Cytology revealed the critical stages of pollen development (4-mm, 6-mm, and 8.5-mm spikelets), and RNA and protein were extracted from isolated anther tissue for RNA-seq and LC-MS analysis, respectively (Supplementary Figure S1A). 

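RNA-seq read counts were analysed for isolated anthers of 4-mm spikelets (Ls-4mm, stage 4 of anther development) and of 6-mm spikelets (Ls-6mm, stage 6), with 3 libraries per stage. Libraries of Ls-8.5mm were not analysed here, so the comparison made throughout is Ls-6mm against Ls-4mm. The authors enriched mRNA with oligo(dT) beads, sequenced paired-end reads on an Illumina HiSeq platform, removed adapter, poly-N and low-quality reads, and aligned the rest with HISAT2 2.0.5. The submitters' processing notes name featureCounts 1.5.0-p3, and the counts are whole numbers per gene without normalization. The table lists 46327 gene models with the identifiers used below, and chromosome positions are given as it lists them. The paper points to the Ensembl release 41 sequence of O. longistaminata as its reference, whereas the identifiers carry the prefix of the annotation of O. sativa subsp. indica, so it stays open which assembly the positions refer to. Total counts were 14509449, 16684146 and 16147043 in the Ls-4mm libraries and 17597568, 21232663 and 17076800 in the Ls-6mm libraries, with medians of 16147043 and 17597568. The authors' FPKM values divide each count by the coding length of the gene and by a scaled library size, which is 1.061 to 1.066 times the total count in Ls-4mm and 0.993 to 0.997 times in Ls-6mm. From the counts, genes were kept with the edgeR function filterByExpr (minimum count 10, minimum total count 15), libraries were scaled by TMM (factors of 1.039 to 1.059 in Ls-4mm and 0.951 to 0.956 in Ls-6mm), and Ls-6mm was compared with Ls-4mm by edgeR's quasi-likelihood test with stage as the only term. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 with any fold change, the threshold the paper's results state. Levels are CPM, the counts divided by the library size in units of 1e+06 and by the TMM factor, as mean ± SD over 3 libraries. Where a gene had 0 counts in all 3 libraries of a stage, its fold change is a lower bound against 3 counts over those libraries together, which is 0.0605 CPM in Ls-4mm and covers counting error only. The paper's text does not say whether the 3 libraries of a stage came from separate plants, so the p-values measure only the spread between these libraries.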

In total, 31,987 transcripts and 8,758 proteins were detected and identified, and 6,842 of the proteins were quantified (Figure 4A). 

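Anthers of both stages transcribed most of the gene models that were detected at all. In Ls-4mm and Ls-6mm together, 32548 genes had at least 1 count in at least 1 of the 6 libraries, and 29304 of these were protein-coding. Both stages shared 27874 of them, while 1143 had counts in Ls-4mm only and 3531 in Ls-6mm only. The genes seen in a single stage rest on few reads, with a median of 2 counts over all libraries for those in Ls-4mm only and of 4 counts for those in Ls-6mm only. The most abundant transcripts with a named product were those of an alpha tubulin (BGIOSGA035072, chromosome 11 from 6981523 to 6983968) at 5221 ± 278 CPM in Ls-4mm and of a protein with an RNA recognition motif (BGIOSGA013292, chromosome 3 from 30422417 to 30423155) at 5162 ± 422 CPM, and both remained among the 5 highest in Ls-6mm at 3895 ± 30.7 and 4335 ± 204 CPM (SD, n = 3). In Ls-4mm they were followed by metallothionein-like protein 2C (BGIOSGA019039) at 2703 ± 72.6 CPM, a peptidyl-prolyl cis-trans isomerase (BGIOSGA007410) at 2386 ± 138 CPM and sucrose synthase (SUS, BGIOSGA010570), which cleaves sucrose, at 2154 ± 12.2 CPM. In Ls-6mm the other 3 of the 5 highest were a probable lipid transfer protein (BGIOSGA003020, chromosome 1 from 7015934 to 7016408) at 3752 ± 149 CPM, the QLTG3-1 protein (BGIOSGA011664) at 2987 ± 316 CPM and a pollen protein of the Ole e I type (BGIOSGA032282) at 2898 ± 73.5 CPM. Metallothionein-like protein 2C fell to 893 ± 31.3 CPM in Ls-6mm (log2 fold change −1.60, standard error 0.04, adjusted p = 1.12e-16 from edgeR's quasi-likelihood test), and QLTG3-1 rose from 157 ± 4.99 CPM (4.25, standard error 0.06, adjusted p = 7.40e-19). Counting as detected only genes with at least 10 counts over all libraries gave 27903 genes, with at least 1 count in every library 24241, and with an FPKM above 1 in at least 1 library 24360.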

Proteins showed similar subcellular distributions during the three developmental stages, and chloroplast-related proteins were most abundant (Figure 4B). Correlation cluster heat map showed good repeatability of protein/mRNA data during analysis of the three developmental stages (Supplementary Figures S1B,C). 

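Anther libraries of the same stage were far closer to each other than to those of the other stage. Over the 24241 genes with an FPKM above 0 in every library, Pearson's r of log2 FPKM was 0.983 to 0.984 between the Ls-4mm libraries and 0.985 to 0.986 between the Ls-6mm libraries. Between the stages it was 0.827 to 0.834 over 9 pairs of libraries. After the mean of each gene was subtracted, r was 0.810 to 0.816 within Ls-4mm, 0.844 to 0.853 within Ls-6mm and −0.889 to −0.884 between the stages. These coefficients run across genes, which are not independent replicates, and no test was applied to them.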

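The libraries of a stage differed from each other by more than read sampling, and the stages differed by far more. Where the counts of 2 libraries differ only by sampling, the chi-square per degree of freedom over genes is near 1. It was 2.10 to 3.65 between Ls-4mm libraries and 2.16 to 2.56 between Ls-6mm libraries, so no 2 libraries are copies of the same reads. Between Ls-4mm and Ls-6mm libraries it was 207 to 234. The highest values within a stage, 3.02 and 3.65, both involve Ls-4mm replicate 1. The biological coefficient of variation estimated by edgeR across all tested genes was 4.73%. No small set of genes dominated either stage, as the 10 most abundant genes held 3.18 ± 0.125% of the counts in Ls-4mm and 3.30 ± 0.141% in Ls-6mm (SD, n = 3). The 100 most abundant genes held 11.0 ± 0.227% and 12.6 ± 0.151%, with each Ls-6mm library above each Ls-4mm library. Neither the sample labels nor the paper's text names a sequencing date or batch for these libraries.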

PCA analysis suggested that no obvious biases or batch effects were introduced into the mRNA/protein data during analysis of the three developmental stages. Replicate samples from the same developmental stage clustered together in PCA plots for both the transcriptome and proteome (Figures 4C,D). 

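The first principal component separated anthers of 4-mm spikelets from anthers of 6-mm spikelets and carried most of the variance. On gene-centred log2 FPKM it held 88.8% of the variance over the 6 libraries. Scores on it were −124, −119 and −121 for Ls-4mm and 122, 121 and 121 for Ls-6mm. The second component held 3.26% and set Ls-4mm replicate 1, with a score of 45.8, apart from replicates 2 and 3 at −17.6 and −28.9, while the Ls-6mm libraries lay between −1.00 and 1.06. From its PCA the paper proposes that no obvious bias or batch effect entered the data.

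**Figure D1:**
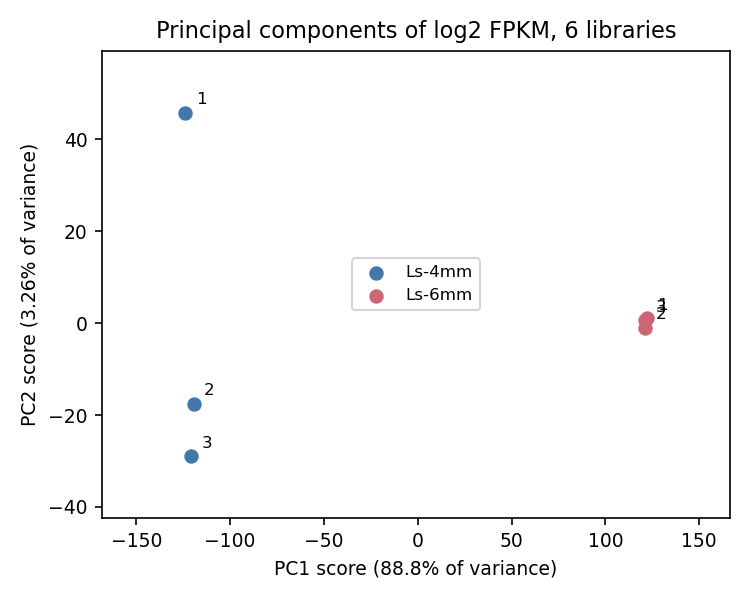
Scores of the 6 libraries on the first (horizontal axis, 88.8% of the variance) and second (vertical axis, 3.26%) principal components of log2 FPKM, in score units. Each point is a library, coloured by stage and numbered by replicate, and the Ls-4mm libraries lie at −124 to −119 and the Ls-6mm libraries at 121 to 122 on the horizontal axis.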

In both proteomics and transcriptomics, the correlation coefficients of protein and corresponding mRNA were *R*^2^=0.499, 0.184, and 0.368, respectively. The results indicated that in addition to the one-to-one correspondence relationship between transcriptome and proteome, there were other more complex regulatory relationships (Supplementary Figure S2).

**Figure 4:**
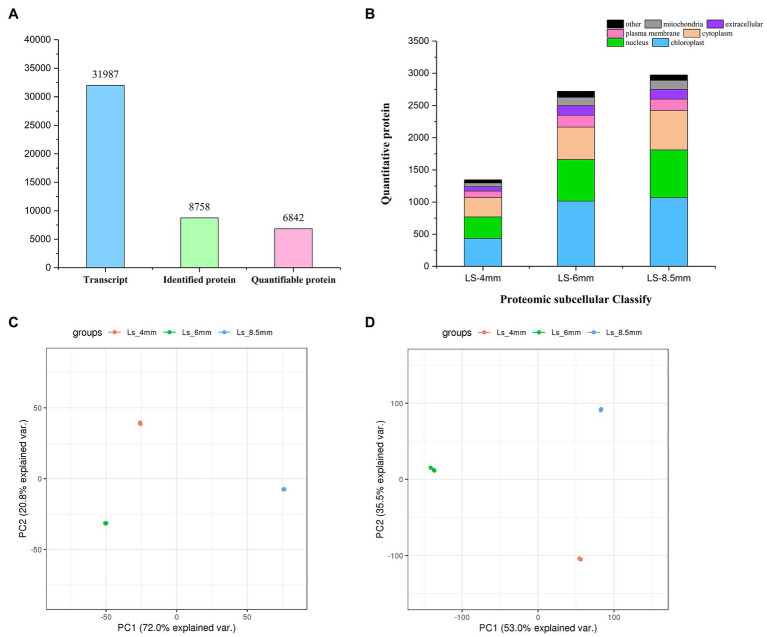
Transcriptomics and proteomics in O. longistaminata pollen. **(A)** Number of mRNAs/proteins detected in the RNA-seq/proteome analysis. **(B)** Number of proteins with different subcellular localizations. **(C)** PCA plot showing the quantitative repeatability of the transcriptome. **(D)** PCA plot showing the quantitative repeatability of the proteome.

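Between 4-mm and 6-mm spikelets, most anther transcripts listed for DNA replication, histones and ribosomes fell, and most listed for photosynthesis, sugar transport and RALF peptides rose. As groups, none of the lists passed with an estimated inter-gene correlation. The gene lists were fixed before the data were examined, and camera compared each list with all other genes at a preset inter-gene correlation of 0.01. At this setting 9 groupings of the libraries that mix the stages also passed 11 to 16 of 25 lists. Each of these groupings keeps part of the stage difference, so they cannot show how many lists pass without one. For DNA replication and for sugar transport the estimated correlation (−0.0389 and −0.0191) lay below the preset one, so a higher correlation does not explain why these lists did not pass with it. In simulated data with independent genes, a changed list moved from adjusted p = 8.02e-36 to 0.0263 from camera when the correlation was estimated. Camera with an estimate was thus weaker even there, and not passing with it is no evidence that a group did not change. Of 19 genes of DNA replication and the cell cycle, 18 were lower in Ls-6mm and 1 was higher, with a median log2 fold change of −2.46 (adjusted p = 6.63e-07 from camera, adjusted p = 0.0991 with an estimated correlation). Among them, the replication licensing factors MCM3 (BGIOSGA020045, chromosome 5 from 24847361 to 24851976), at 272 ± 4.24 CPM in Ls-4mm and 37.5 ± 0.632 CPM in Ls-6mm, and MCM2 (BGIOSGA035270), at 266 ± 7.84 CPM in Ls-4mm (SD, n = 3), fell by 2.86 and 2.79 on the log2 scale (standard errors 0.04 and 0.05, adjusted p = 5.29e-19 and 4.29e-18 from edgeR's quasi-likelihood test). PCNA (BGIOSGA009238), the sliding clamp of DNA polymerases, fell by 2.42. The 1 higher gene (BGIOSGA026550, DNA polymerase delta subunit 4) was at 0 counts in Ls-4mm and at 0.926 CPM in Ls-6mm, at least 15.3-fold higher. Of 47 core histone genes, 44 were lower and 2 higher (median −1.77, adjusted p = 2.16e-11 from camera, adjusted p = 0.194 with an estimated correlation). Histone H2B.2 (BGIOSGA028894) went from 718 ± 10.7 to 134 ± 4.66 CPM, and of the 2 genes described as histone H3.3, which is made independently of replication, BGIOSGA012789 had a log2 fold change of 0.10, or −0.04 with library size as the only scaling, and the other was lower at −0.29. Of 231 genes in the list meant for cytosolic ribosomal proteins, 187 were lower (188 when adjusted over the list alone) and 27 higher (median −0.83, adjusted p = 9.36e-13 from camera, adjusted p = 0.163 with an estimated correlation). The words of the list also match bacterial-type proteins, as in plastids and mitochondria, and without families of that type 169 of 202 genes were lower and 18 higher (median −0.84). The summed level of the whole list fell from 45260 ± 1020 to 24840 ± 341 CPM, and ribosomal protein S8 (BGIOSGA015295) fell by 1.09 on the log2 scale. For the other lists here except the last, the counts adjusted over the list alone equal those over all genes tested. Of 14 genes of starch synthesis, 10 were lower and 4 higher, and 3 ADP-glucose pyrophosphorylase genes (BGIOSGA017490, BGIOSGA027135 and BGIOSGA030039) fell by 2.43, 1.52 and 0.99. The starch synthase BGIOSGA022586 rose by 5.24, from 0.624 ± 0.257 to 23.9 ± 0.758 CPM. The starch list did not pass (adjusted p = 0.0569 from camera), and adjusted p ranged from 0.0111 to 0.194 over the alternatives. Of 5 meiosis genes, 3 were lower (median −1.99), among them a HORMA domain gene (BGIOSGA014841) that went from 56.1 ± 5.05 to 9.53 ± 0.718 CPM. The list did not pass (adjusted p = 0.0695) and ranged from 0.0332 to 0.304 over the alternatives, passing without Ls-4mm replicate 3 (0.0482) and without Ls-6mm replicate 2 (0.0496).

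Of 78 photosynthesis genes, 62 were higher in Ls-6mm and 10 lower, with a median log2 fold change of 1.49 (adjusted p = 6.63e-07 from camera, adjusted p = 0.285 with an estimated correlation). Their summed level was 2992 ± 217 CPM in Ls-4mm and 7415 ± 159 CPM in Ls-6mm, and the most abundant member, a chlorophyll a-b binding protein (BGIOSGA003922, chromosome 1 from 26301876 to 26302661), rose from 392 ± 34.8 to 1497 ± 36.5 CPM. Part of this list matched only by a plastocyanin-like domain, which other copper proteins also carry, and without those members 42 of 47 genes were higher and 4 lower. All 17 genes of sugar transport and cleavage were higher (median 2.14, adjusted p = 1.76e-05 from camera, adjusted p = 0.0991 with an estimated correlation), among them the sugar efflux transporter SWEET11 (BGIOSGA026582) with a log2 fold change of 1.73 (standard error 0.06, adjusted p = 2.63e-14 from edgeR's quasi-likelihood test) and SWEET14 (BGIOSGA033930), which was at 0 counts in Ls-4mm and at least 299-fold higher in Ls-6mm. All 8 genes of RALF peptides, secreted signals that raise extracellular pH, were higher (median 1.88, adjusted p = 0.0036 from camera, adjusted p = 0.167 with an estimated correlation). Of 42 late embryogenesis abundant proteins, 32 were higher (34 when adjusted over the list alone) and 5 lower (median 2.21, adjusted p = 5.69e-05 from camera, adjusted p = 0.222 with an estimated correlation). One of the 5 was the most abundant dehydrin (BGIOSGA005869), at 521 ± 20.4 CPM in Ls-4mm and 129 ± 2.34 CPM in Ls-6mm.

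**Figure D2:**
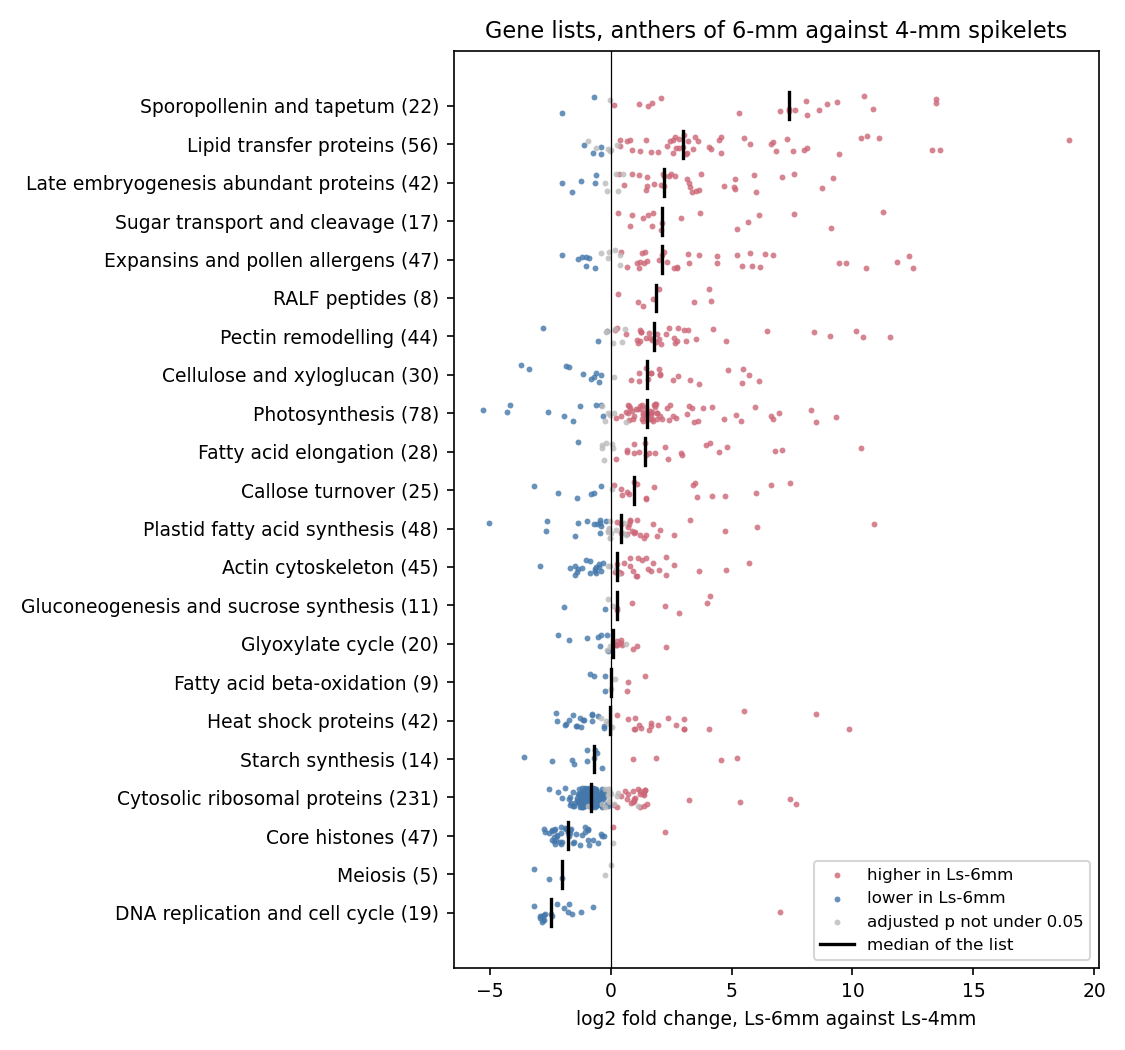
Log2 fold change of each tested gene, Ls-6mm against Ls-4mm (horizontal axis), for 22 gene lists (vertical axis, number of tested genes in parentheses). Points are genes, coloured by the call at adjusted p under 0.05, and black bars are list medians, which run from −2.46 for DNA replication to 7.37 for sporopollenin and tapetum genes; fold changes of genes with 0 counts in a stage depend on the prior count.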

Transcriptome and proteome heatmaps showed distinct patterns of gene expression (Figure 5A) and protein abundance (Figure 5D) at different developmental stages. 

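Most genes expressed in anthers changed in level between 4-mm and 6-mm spikelets. Of 23691 genes tested, 9960 were higher in Ls-6mm, 9143 were lower and 4588 did not pass the test, so 80.6% were called. With library size as the only scaling 8951 were higher and 10431 lower, so which direction held more genes depends on the scaling. The rises were larger than the falls, with 5847 genes at least 2-fold higher and 3411 at least 2-fold lower, and the median size of the log2 fold change was 1.26 among the higher genes and 0.80 among the lower ones. Induction from near absence to a high level occurred in 80 genes, at 100 CPM or more in Ls-6mm and under 1 CPM in Ls-4mm, and 0 genes showed the opposite. Under 1.5-fold lay 2269 of the higher and 3042 of the lower genes. Among called genes with a named product, no overlap between the stages and at least 10 CPM in the higher stage, the 5 highest log2 fold changes estimated by edgeR were all in genes at 0 counts in Ls-4mm. There the estimate depends on the prior count, so only lower bounds are given. Genes with counts in both stages may have risen as much. The 5 were the probable lipid transfer protein BGIOSGA003020 at least 61990-fold higher, an rRNA N-glycosidase, an enzyme that inactivates ribosomes (BGIOSGA013341, chromosome 3 from 31267289 to 31268050), at 1116 ± 26.4 CPM in Ls-6mm and at least 18430-fold higher, a ferritin-like protein (BGIOSGA019190) at 845 ± 37.3 CPM and at least 13950-fold higher, a thaumatin family protein (BGIOSGA035727) at 334 ± 47.0 CPM and at least 5517-fold higher, and a protein of the Skp1 family, adaptors of ubiquitin ligases (BGIOSGA026175), at 128 ± 2.56 CPM and at least 2110-fold higher. Within the same limits the largest fall was in the probable transcription factor FL (BGIOSGA014428, chromosome 4 from 29029803 to 29032475), the LEAFY homolog of rice, from 24.1 ± 2.31 to 0.168 ± 0.0966 CPM (SD, n = 3; log2 fold change −7.10, standard error 0.22, adjusted p = 8.87e-15 from edgeR's quasi-likelihood test). A PLATZ transcription factor (BGIOSGA023427) fell by 4.89 on the log2 scale, an SSXT family protein (BGIOSGA009861) by 4.75, a hydrophobic seed protein (BGIOSGA030292) by 4.71 and a peroxidase (BGIOSGA012978) by 4.38. In 18675 of the called genes each library of 1 stage lay above each library of the other, and this held for 81.7% of all tested genes, where chance alone gives 10%. At an FDR of at most 0.001 with at least a 2-fold change, the threshold the paper's methods state, 5591 genes were higher and 3145 lower.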

All transcripts and quantified proteins were compared between pairs of pollen developmental stages, and the threshold for differential expression was *p*adj<0.05 and |log2 foldchange|>0. Three clusters corresponding to the three sampled stages were identified for both the transcriptome and proteome. Genes were differentially expressed between Ls-8.5mm and Ls-6mm, of which 9,369 were upregulated in Ls-8.5mm and 9,360 were downregulated (Figure 5B). Genes were differentially expressed between Ls-8.5mm and Ls-4mm, of which 11,041 were upregulated in Ls-8.5mm and 8,769 were downregulated (Figure 5C). Among the quantified proteins, proteins were differentially expressed between Ls-8.5mm and Ls-6mm, of which 1,184 were upregulated in Ls-8.5mm and 1,535 were downregulated (Figure 5E). Proteins were differentially expressed between Ls-8.5mm and Ls-4mm, of which 1,283 were upregulated in Ls-8.5mm and 1,689 were downregulated (Figure 5F). Relative to the 4-mm spikelets, there were more differentially expressed proteins (DEPs) in the 8.5-mm spikelets than in the 6-mm spikelets. In the top left and top right corner of the volcano map are the concentrations of different genes, which are the focus of study. The proteome sequencing results of this study were based on the transcriptome data of this study. Therefore, we paid more attention to the top 20 up and to 20 down regulated proteins from 6mm spikelets to 8.5mm spikelets (Figures 5G,H). Top 20 down- and to 20 upregulated proteins correspond to the top left and top right corner of the volcano map, respectively. There were some upregulated proteins related to pollen development and some downregulated proteins related to carbohydrate synthesis in top20 proteins. Upregulated proteins included probable lipid transfer (*BGIOSGA035511-PA*, 2.00), GDSL-like Lipase/Acylhydrolase (*BGIOSGA014212-PA*, 1.33), GH3 auxin responsive promoter (*BGIOSGA017778-PA*, 2.59), and Ribonuclease T2 family (*BGIOSGA028722-PA*, 2.96). GDSL-like Lipase family genes are a class of lipolytic enzymes (Akoh et al., 2004). Ribonuclease family gene is related to the Tapetal cell layer that surrounds the pollen SAC, which determines pollen fertility (Celestina et al., 1990). On the other hand, the downregulation of cellulose synthase (*BGIOSGA024623-PA*, 0.07) was the most significant, indicating that anther wall stopped growing and burst at late pollen development (Gutierrez et al., 2009; Supplementary Tables S9 and S10).

**Figure 5:**
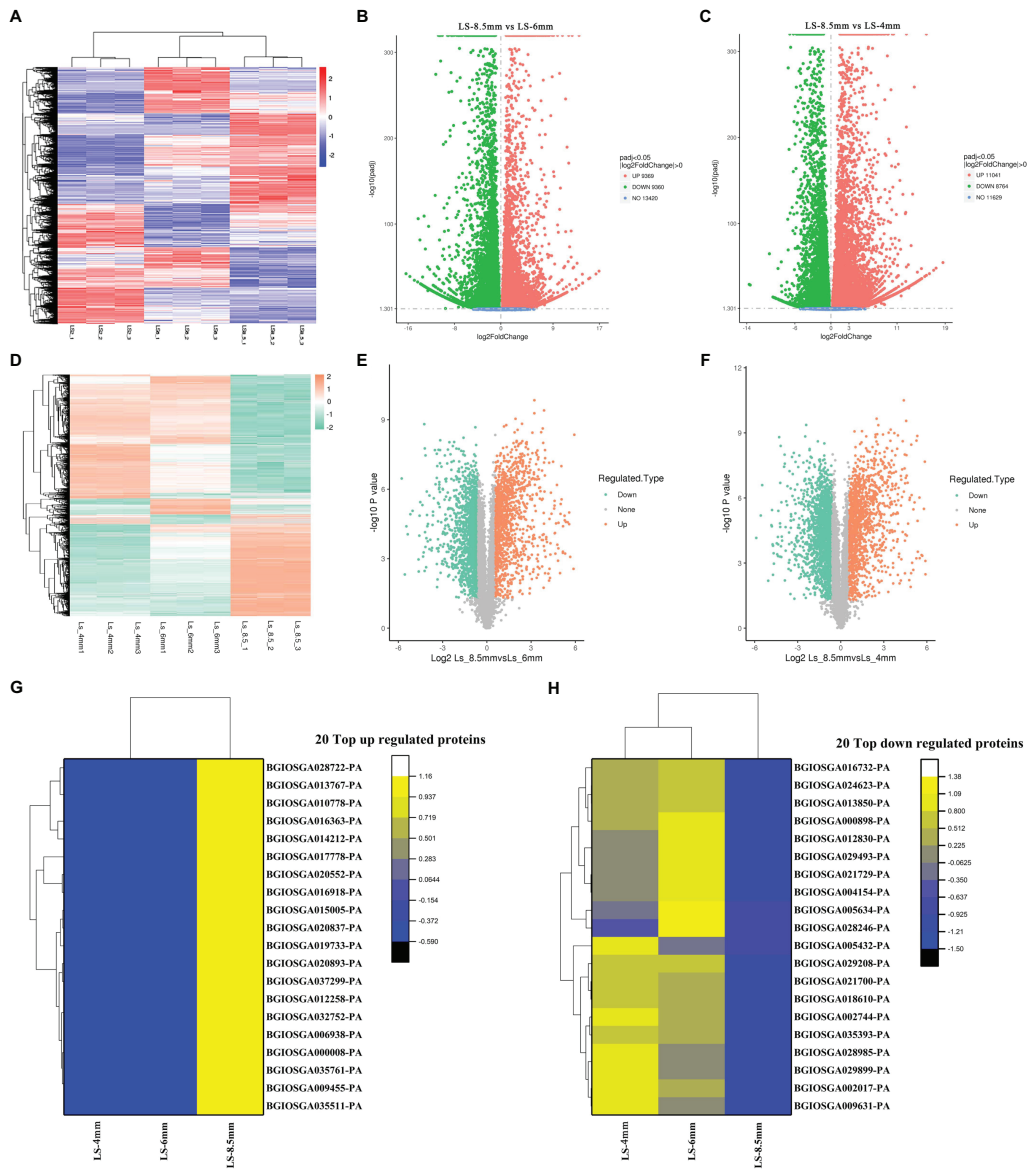
Differentially expressed genes (DEGs) and differentially expressed proteins (DEPs) between anthers from different spikelet growth stages in *O. longistaminata*. **(A)** Heatmap of fold-change differences in gene expression among samples from three spikelet stages. **(B)** Volcano plot of DEGs between Ls-8.5mm and Ls-6mm. **(C)** Volcano plot of DEGs between Ls-8.5mm and Ls-4mm. **(D)** Heatmap of fold-change differences in protein expression among samples from three spikelet stages. **(E)** Volcano plot of DEPs between Ls-8.5mm and Ls-6mm. **(F)** Volcano plot of DEPs between Ls-8.5mm and Ls-4mm. The ordinate represents the multiple of difference and the ordinate represents the level of significance. The scatter in the upper left corner represents significant gene/protein expression, differentially upregulated. The scatter in the upper right represents significant gene/protein expression, differentially upregulated. **(G)** Heat map of 20 top up regulated proteins at Ls-4mm, Ls-6mm and Ls-8.5mm spikelets. **(H)** Heat map of 20 top down regulated proteins at Ls-4mm, Ls-6mm and Ls-8.5mm

### Cluster Analysis of mRNAs and Identified Proteins

We next performed Pearson GEST and KEGG pathway enrichment analysis of the DEGs and DEPs. The overall evaluation of Pearson correlation coefficient showed that the correlation coefficient between transcript and protein expression was 79.8%. The results showed that the vast majority of proteins were positively correlated with the transcript, but there were some cases of partial negative correlation. This study focused on proteins and transcripts with high Pearson correlation coefficients (Supplementary Figure S3). KEGG annotations were used as a gene set with known function, and the correlation coefficient between the input protein and the transcript was analyzed by GSEA to reveal the consistency and synergism of expression trends in metabolic pathways at the transcriptional and translational levels. For GEST, the gene transcription and protein expression trends such as carbon metabolism, fatty acid metabolism, and glyoxylate and dicarboxylate metabolism showed a clear positive correlation (Figure 6A; Supplementary Table S3). Cluster analysis combined genes in two dimensions of proteome and transcriptome expression. The study classifies the expression trends of proteins and transcripts at different developmental stages. From 4-mm spikelet to 8.5-mm spikelet with pollen development, proteins and transcripts in cluster 1 gradually increased. The proteins and transcripts in cluster 4 decreased gradually. Proteins and transcripts in cluster 2 were first enhanced and then decreased, and the expression level was the highest at 6-mm spikelets. The protein and transcript in cluster 3 decreased first and then increased, and the expression level was the lowest at 6-mm spikelet. The proteins of the four clusters were positively correlated with the transcripts. In clusters 5 and 6, transcripts showed a tendency for downregulation, whereas the corresponding proteins showed upregulation, this indicated strong post-translational regulation. The proteins of the two clusters were negatively correlated with the transcripts (Figure 6B). The study focuses on the genes of cluster 1 and cluster 2, cluster 1 reflects the important genes related to the transformation and synthesis of pollen energy substances (stage 12), while cluster 2 reflects the important genes related to anther elongation and tapetum formation (stage 6). 

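Most genes of pollen wall precursors and lipid transfer were higher in anthers of 6-mm spikelets than in those of 4-mm spikelets, while some of the genes most abundant at 4 mm changed little. Of 22 sporopollenin and tapetum genes, 19 were higher in Ls-6mm and 2 lower (adjusted p = 4.03e-05 from camera, adjusted p = 0.122 with an estimated correlation). Their median log2 fold change was 7.37, and 4.44 with genes at 0 counts in Ls-4mm set at their lower bound. With limma on log2(FPKM + 1), where the pseudocount weighs on levels near 0, it was 1.40. Of the 22, 13 were described as strictosidine synthase-like, of which 12 were higher, and 7 of the other 9 were higher. A pair of chalcone synthase-like genes, the enzyme type that makes polyketide precursors of the pollen wall, reached 1322 ± 45.6 CPM (BGIOSGA024426, chromosome 7 from 12115672 to 12117017) and 977 ± 10.6 CPM (BGIOSGA033154, chromosome 10 from 17164446 to 17166439) in Ls-6mm, from 0.943 ± 0.369 and 0.0844 ± 0.100 CPM in Ls-4mm (SD, n = 3; adjusted p = 5.18e-22 for each from edgeR's quasi-likelihood test). A fatty acyl-CoA reductase (BGIOSGA011938), which makes fatty alcohols, had 2 counts in Ls-4mm and 540 ± 35.8 CPM in Ls-6mm, a ratio with a 95% counting interval of 3720 to 111000. Another of that enzyme type (BGIOSGA029184), at 475 ± 42.8 and 516 ± 4.36 CPM, held most of the list's summed 724 ± 61.4 CPM in Ls-4mm. It had a log2 fold change of 0.12, or −0.02 with library size as the only scaling. Of 56 lipid transfer proteins, 46 were higher and 4 lower (7 lower without Ls-6mm replicate 1), with a median of 3.00 (adjusted p = 4.55e-08 from camera, adjusted p = 0.122 with an estimated correlation). Their summed level rose from 1876 ± 142 to 10110 ± 395 CPM, and the non-specific lipid-transfer protein 3 (BGIOSGA036880) alone rose from 242 ± 15.6 to 2572 ± 177 CPM. The one most abundant in Ls-4mm (BGIOSGA000576), at 894 ± 74.6 and 838 ± 34.01 CPM, did not pass (adjusted p = 0.0951). Of 47 expansins and pollen allergens, 34 were higher and 7 lower (median 2.10, adjusted p = 2.27e-05 from camera, adjusted p = 0.163 with an estimated correlation). Their sum rose from 1429 ± 91.6 to 15070 ± 233 CPM, carried mostly by 3 pollen proteins of the Ole e I type, of which BGIOSGA007326 (chromosome 2 from 117365 to 118782) went from 0.455 ± 0.308 to 2606 ± 167 CPM and BGIOSGA032538 from 49.1 ± 1.91 to 2639 ± 85.0 CPM. BGIOSGA032538 and BGIOSGA032282, the third of them, lie close together on chromosome 10 (from 2780306 to 2781348 and from 2772613 to 2773401) and may share reads.

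Of 44 pectin remodelling genes, 35 were higher and 3 lower (median 1.79, adjusted p = 3.18e-06 from camera, adjusted p = 0.14 with an estimated correlation), and a pectate lyase (BGIOSGA015834) rose from 41.4 ± 5.51 to 476 ± 5.03 CPM. Of 30 cellulose and xyloglucan genes, 19 were higher and 10 lower (median 1.51, adjusted p = 0.0399 from camera, adjusted p = 0.319 with an estimated correlation). The catalytic subunit 9 of cellulose synthase (BGIOSGA030777), a subunit of secondary wall synthesis, rose by 5.72 on the log2 scale, and a xyloglucan endotransglucosylase/hydrolase (BGIOSGA020606) by 2.57, while another of that enzyme family (BGIOSGA017422) fell by 0.62. Of 25 genes of callose turnover, 18 were higher and 6 lower (median 0.98, or 0.63 with limma on log2(FPKM + 1), adjusted p = 0.0382 from camera, adjusted p = 0.304 with an estimated correlation). Of 45 genes matched as actin cytoskeleton, 23 were higher and 18 lower (adjusted p = 0.588 from camera). Some of these were cellulose synthases, and without them 19 of 40 were higher and 17 lower. Adjusting over each list alone gave the same counts for these 7 lists. With at least 10 counts required in every library, which removes genes near 0 in Ls-4mm, 6 sporopollenin and tapetum genes and 22 lipid transfer proteins were higher, and neither the tapetum list (adjusted p = 0.118, range over the alternatives 1.28e-05 to 0.122) nor the callose list (0.0583, range 0.0185 to 0.304) passed.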

We investigated the enriched KEGG pathways in these gene clusters and found that cluster 1 was enriched in carbon metabolism, glyoxylate and dicarboxylate metabolism, and fatty acid metabolism, consistent with the highest accumulation of sugars observed in the 8.5-mm spikelets. 

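Genes of very-long-chain fatty acid elongation were mostly higher in anthers of 6-mm spikelets than in those of 4-mm spikelets. Of 28 such genes, 21 were higher in Ls-6mm, 1 was lower and 6 did not pass the test, with a median log2 fold change of 1.44, or 0.92 with limma on log2(FPKM + 1). The counts adjusted over the list alone were the same. Their summed level rose from 931 ± 63.9 to 2726 ± 38.1 CPM (SD, n = 3). The 3-ketoacyl-CoA synthases catalyse the condensation step that sets the chain length. The most abundant (BGIOSGA011985, chromosome 3 from 4676975 to 4681465) was at 323 ± 32.3 CPM in Ls-4mm and 968 ± 14.48 CPM in Ls-6mm, a log2 fold change of 1.58 (standard error 0.05, adjusted p = 3.38e-14 from edgeR's quasi-likelihood test). BGIOSGA011202 (chromosome 3 from 6765187 to 6766764) rose from 65.4 ± 2.95 to 334 ± 11.4 CPM (2.35, standard error 0.04, adjusted p = 1.35e-17). BGIOSGA023202 (chromosome 6 from 24473067 to 24474626) rose from 112 ± 5.32 to 179 ± 6.22 CPM (0.67, standard error 0.04, adjusted p = 2.68e-10). BGIOSGA021497 (chromosome 6 from 9581401 to 9582876) had 1 count in Ls-4mm and 36.0 ± 1.93 CPM in Ls-6mm, a ratio with a 95% counting interval of 320 to 70500. The enzymes that make shorter acyl chains in plastids went both ways, with 23 of 48 genes higher, 13 lower and a median of 0.43, or 0.22 with that limma fit (adjusted p = 0.201 from camera), and without proteins described only by an enoyl reductase domain 15 of 29 were higher and 7 lower. Against all other genes the elongation list was higher (adjusted p = 0.000309 from camera, adjusted p = 0.304 with an estimated correlation). Members of this family are paralogs that may share reads, and 2 rather than 1 were lower without Ls-4mm replicate 1, without Ls-4mm replicate 2 or without Ls-6mm replicate 1.

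**Figure D3:**
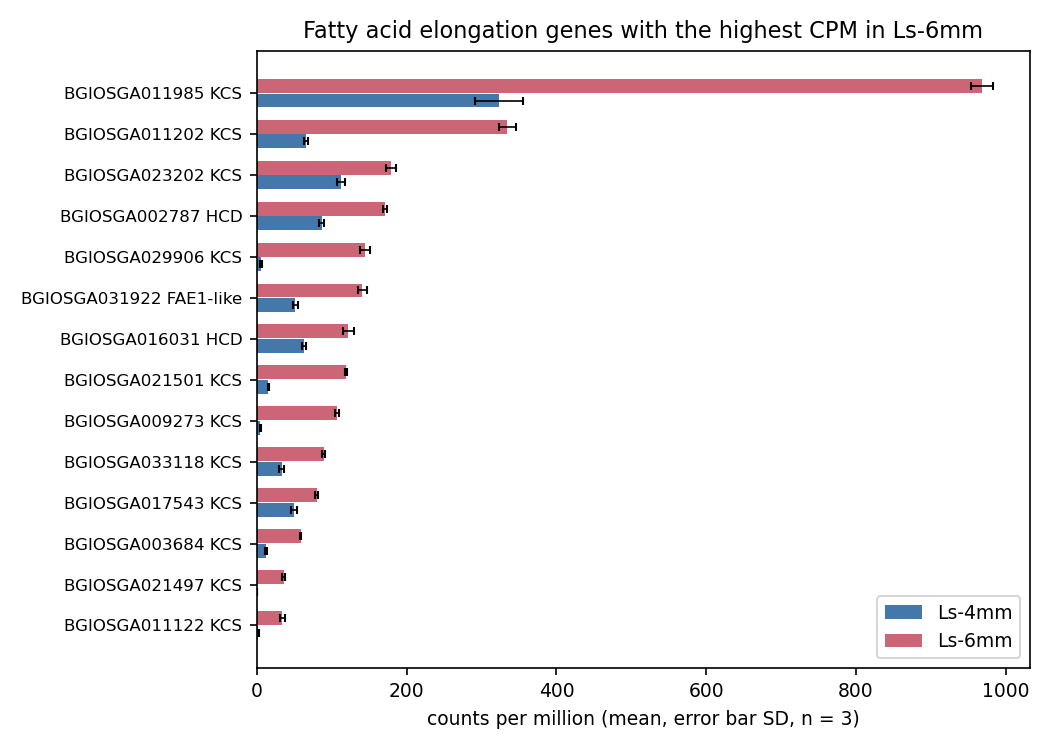
CPM (horizontal axis, mean with SD, n = 3 libraries) in Ls-4mm and Ls-6mm of the 14 fatty acid elongation genes with the highest level in Ls-6mm (vertical axis; KCS, 3-ketoacyl-CoA synthase; HCD, 3-hydroxyacyl-CoA dehydratase). The bars for Ls-6mm are the longer ones for each of these genes, from 968 CPM for BGIOSGA011985 downwards.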

Cluster 2 was significantly enriched in fatty acid elongation, suggesting that the synthesis of long chain fatty acids was highest in 6-mm spikelets (Figure 6C; Supplementary Table S4).

**Figure 6:**
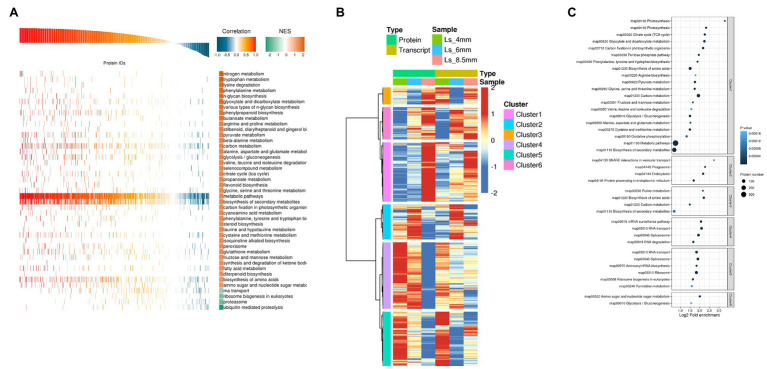
Correlation analysis of transcriptome and proteome data from *O. longistaminata* anthers of different spikelet growth stages. **(A)** Protein and transcript GEST analysis. Pathways with NOM *p*<0.05 were used to draw a GSEA analysis chart. Correlation is close to 1.0, indicating a positive correlation between gene translation and protein translation. Correlation is close to −1.0, indicating a negative correlation. The reliability of Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment results was high when NES was close to 2, and low when NES was close to −2. **(B)** Cluster analysis of combined protein and transcriptome data. Expression values were log2-transformed, and the mean value was subtracted; then the Hclust “Ward.D” method was used for cluster analysis. **(C)** KEGG enrichment analysis was performed for each protein class by Fisher’s exact test method, and the enrichment results for different classifications were combined. Then, the top 40 (*p*<0.05) significantly enriched functional classifications were identified. The horizontal axis shows fold enrichment after Log2 transformation, the vertical axis shows the functional classification, the bubble size represents the number of proteins, and the bubble color represents the value of *p* of enrichment significance.

### KEGG Pathways Enriched in Differentially Expressed Proteins

Among the KEGG pathways significantly enriched in DEPs between different developmental stages were carbon metabolism and glyoxylate and dicarboxylate metabolism, both of which showed enrichment in Ls-6mm and Ls-8.5mm (Figure 7; Supplementary Table S5). In plant cells, fatty acids are broken down to acetyl-CoA by β-oxidation, a process that occurs in plastids and mitochondria (Hayashi et al., 1998; Zolman et al., 2001). In the glyoxylate cycle, glyoxylic acid is combined with acetyl-CoA to form malic acid, which is dehydrogenated to form oxaloacetic acid and then condensed with acetyl-CoA to form citric acid (Hu et al., 2012). Citric acid is isomerized to form isocitrate, and isocitrate lyase decomposes isocitrate into succinate and glyoxylic acid (Pan et al., 2019). Finally, succinic acid is transferred from the glyoxysome to the mitochondria (Kao et al., 2017). There, it enters the tricarboxylic acid cycle and is successively converted into fumaric acid, malic acid, and oxaloacetic acid (Hayashi and Nishimura, 2006), which produce glucose, fructose, and sucrose through gluconeogenesis (Nakamura et al., 1992). This is the process by which fatty acids are converted into sugars in plants.

**Figure 7:**
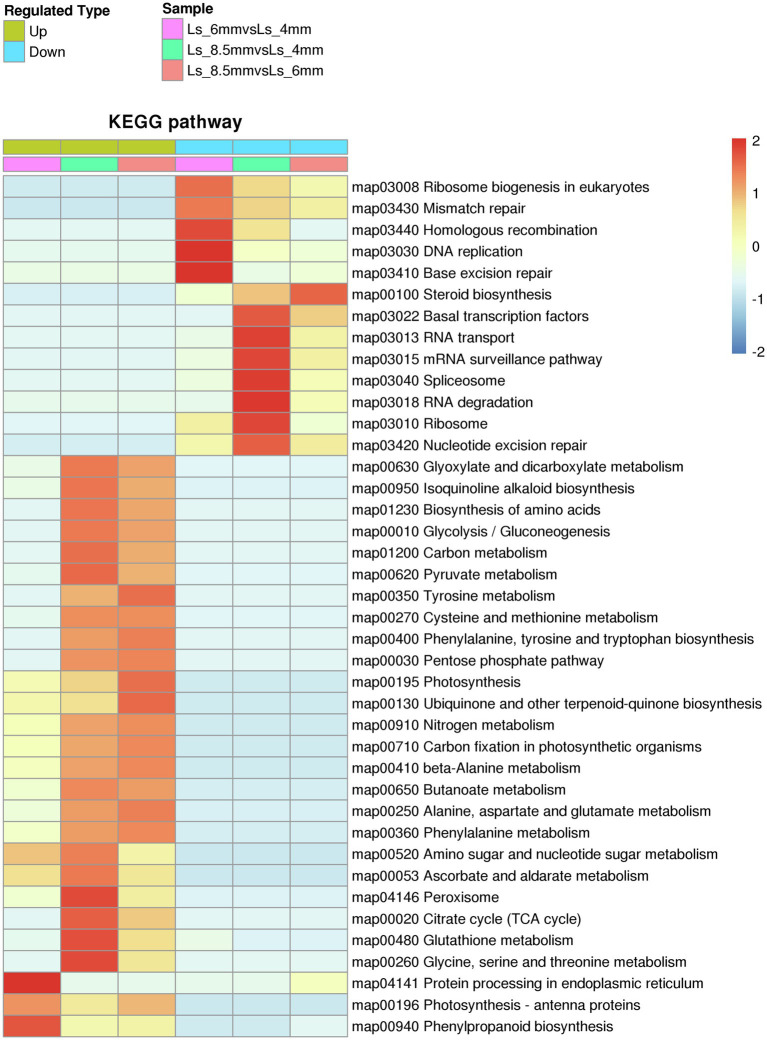
Kyoto Encyclopedia of Genes and Genomes pathways significantly enriched in sets of DEPs from three spikelet developmental stages. The enriched pathways included metabolic pathways by which fatty acids are converted to sugars.

We identified a number of enzymes associated with the conversion of fatty acids to sugars among the DEPs (Figure 8; Supplementary Table S6). Most of these fatty acid metabolism enzymes were upregulated from Ls-6mm to Ls-8.5mm. The informations of these key enzymes include enzyme symbol, EC number and fold change. They included palmitoyl protein thioesterase (PPT, EC:3.1.2.22, 2.77), acyl-coenzyme A oxidase 1 (ACO1, EC:1.3.3.6, 2.27), acyl-coenzyme A oxidase 4 (ACO4, EC:1.3.3.6, 2.31), acyl-CoA domain-containing protein (ACBD, EC:3.1.2.22, 1.52), acyl-coenzyme A oxidase (ACO, EC:1.3.3.6, 2.60), stearoyl-[acyl-carrier-protein] 9 (ACP9, EC:1.14.99.6, 2.91), 3-ketoacyl-CoA thiolase 1 (KCT1, EC:2.3.1.15, 1.62), and 3-ketoacyl-CoA thiolase 2 (KCT2, EC:2.3.1.16, 1.44). Also upregulated were enzymes of glyoxylate and dicarboxylate metabolism, such as glutamine synthetase (PCP, EC:6.3.1.2, 1.18), glutamine amidotransferase (GAT, EC:1.4.7.1, 2.26), malate dehydrogenase (MDH, EC:1.1.1.37, 6.98), serine hydroxymethyltransferase (SHMT, EC:2.1.2.1, 4.95), ribulose bisphosphate carboxylase (RUBISCO, EC:4.1.1.39, 14.70), and hydroxy acid dehydrogenase (FMN, EC:1.1.3.15, 24.04). We focused mainly on the gluconeogenesis enzymes of carbon metabolism: phosphoenolpyruvate carboxykinase (PEP, EC:6.3.1.2, 11.53) was significantly upregulated from Ls-6mm to Ls-8.5mm, as was sucrose synthase (SUS, EC:2.4.1.13, 1.19).

**Figure 8:**
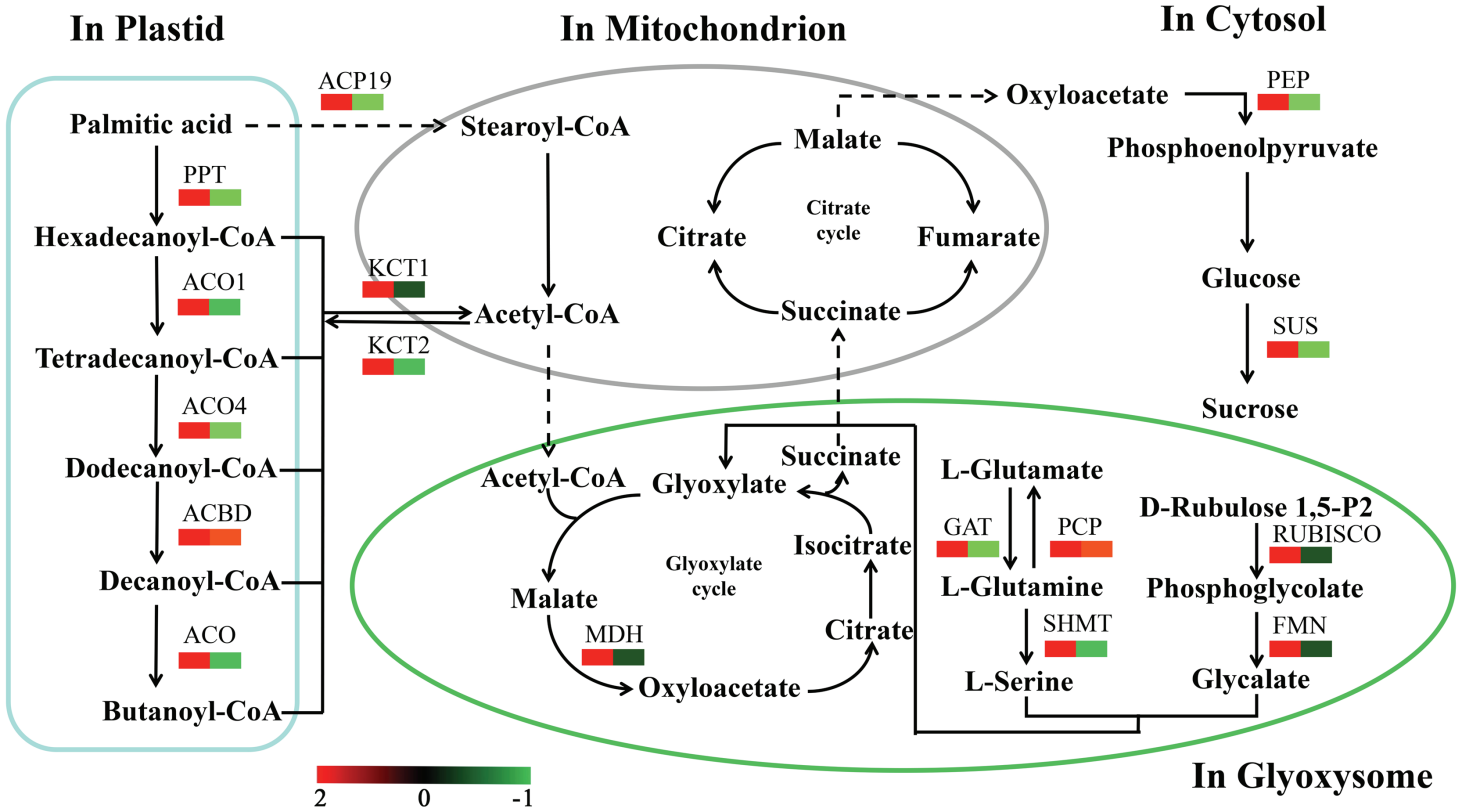
Changes in quantified proteins associated with the abundance of key enzymes during the different stages of pollen development in *O. longistaminata* (left box: Ls-8.5mm/Ls-6mm, right box: Ls-6mm/Ls-4mm).

### Validation of Transcriptome and Proteome Data

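Of the genes that the study chose for qRT-PCR, those for aldehyde decarbonylase (GL1), cinnamate-4-hydroxylase (C4H), an AMP-binding protein (ABP1) and glutamate decarboxylase (GAD) were higher in RNA-seq of Ls-6mm anthers than of Ls-4mm anthers, and that for phosphoenolpyruvate carboxykinase (PEP) was lower. GL1 (BGIOSGA031709, chromosome 10 from 16198718 to 16204008), of very-long-chain aldehyde metabolism, rose from 31.2 ± 1.58 to 517 ± 12.0 CPM (SD, n = 3), a log2 fold change of 4.05 (standard error 0.05, adjusted p = 2.45e-20 from edgeR's quasi-likelihood test). C4H (BGIOSGA018301, chromosome 5 from 15815859 to 15820455), of phenylpropanoid synthesis, rose from 27.1 ± 2.24 to 139 ± 2.42 CPM (2.36, standard error 0.05, adjusted p = 1.79e-16). ABP1 (BGIOSGA018867, chromosome 5 from 2072673 to 2078147) rose from 273 ± 12.7 to 680 ± 14.47 CPM (1.32, standard error 0.04, adjusted p = 5.48e-15). GAD (BGIOSGA026849, chromosome 8 from 24257048 to 24260862), which makes gamma-aminobutyrate, rose from 70.0 ± 0.949 to 173 ± 2.88 CPM (2.47-fold, standard error 0.04 on the log2 scale, adjusted p = 8.16e-15). PEP (BGIOSGA011083, chromosome 3 from 8782032 to 8786722), an entry enzyme of gluconeogenesis, went from 43.9 ± 2.25 to 11.3 ± 0.422 CPM (−1.96, standard error 0.07, adjusted p = 1.69e-13). The stearoyl-[acyl-carrier-protein] 9-desaturase ACP9 (BGIOSGA015217, chromosome 4 from 16048180 to 16051667) was at 54.3 ± 2.51 and 53.6 ± 2.35 CPM (−0.02, standard error 0.05, adjusted p = 0.764), and it passed the test with library size as the only scaling, at a fold of 0.898 (adjusted p = 0.0175). A gene of the same family, BGIOSGA015218, lies close by on chromosome 4 and rose by 1.01 on the log2 scale, and the 2 may share reads. The study picked these genes from its protein data.

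**Figure D4:**
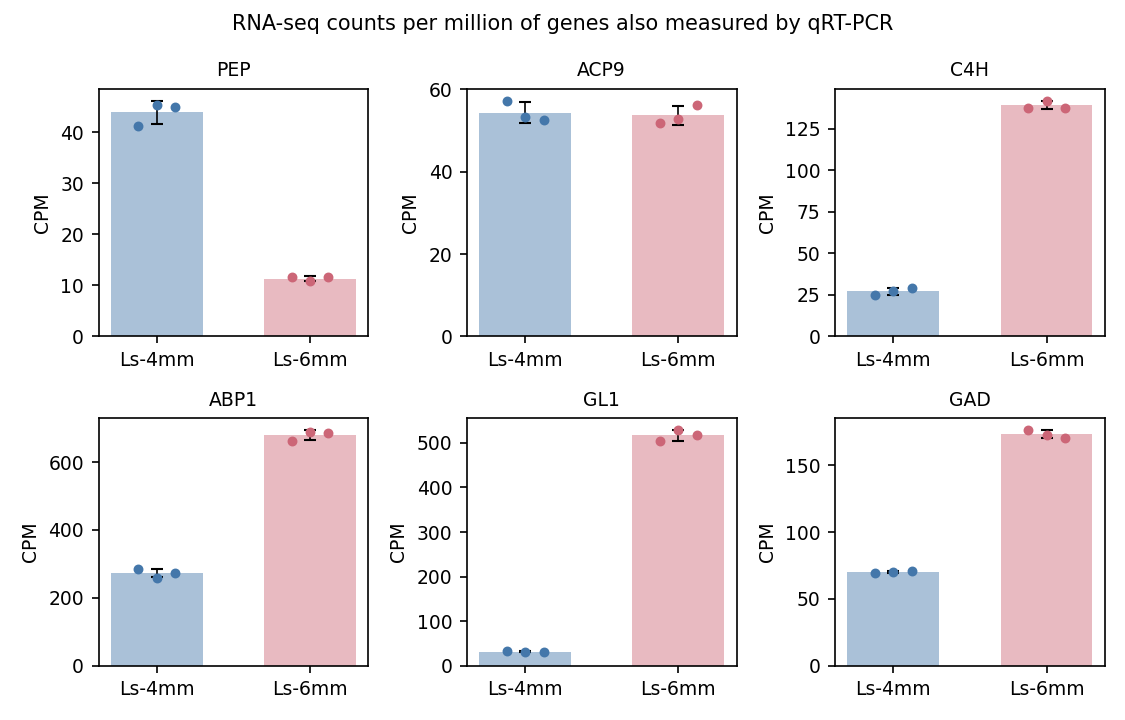
CPM (vertical axes, each from 0) of PEP, ACP9, C4H, ABP1, GL1 and GAD in Ls-4mm and Ls-6mm. Points are libraries, bars are means and error bars are SD (n = 3); the points of the stages overlap for ACP9 only, at 54.3 and 53.6 CPM on average.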

For transcriptome data validation, we selected genes encoding seven DEPs (PCP, PEP, SACP9, CAH9, ABP1, GL1, and GAD) involved in the metabolic pathways of fatty acid conversion to sugars. qRT-PCR was used to examine the corresponding mRNA expression levels of these selected proteins. qRT-PCR results for most of the selected proteins were consistent with the results of the transcriptomic data (Figure 9; Supplementary Table S7). To further validate the proteomic data, we performed PRM analysis on peptides representing seven proteins that were successfully quantified in the proteomic work (Supplementary Table S8). The PRM results also correlated well with the proteomics data (Figure 9). These results indicated that the transcriptome and proteome data were reasonable and reliable.

**Figure 9:**
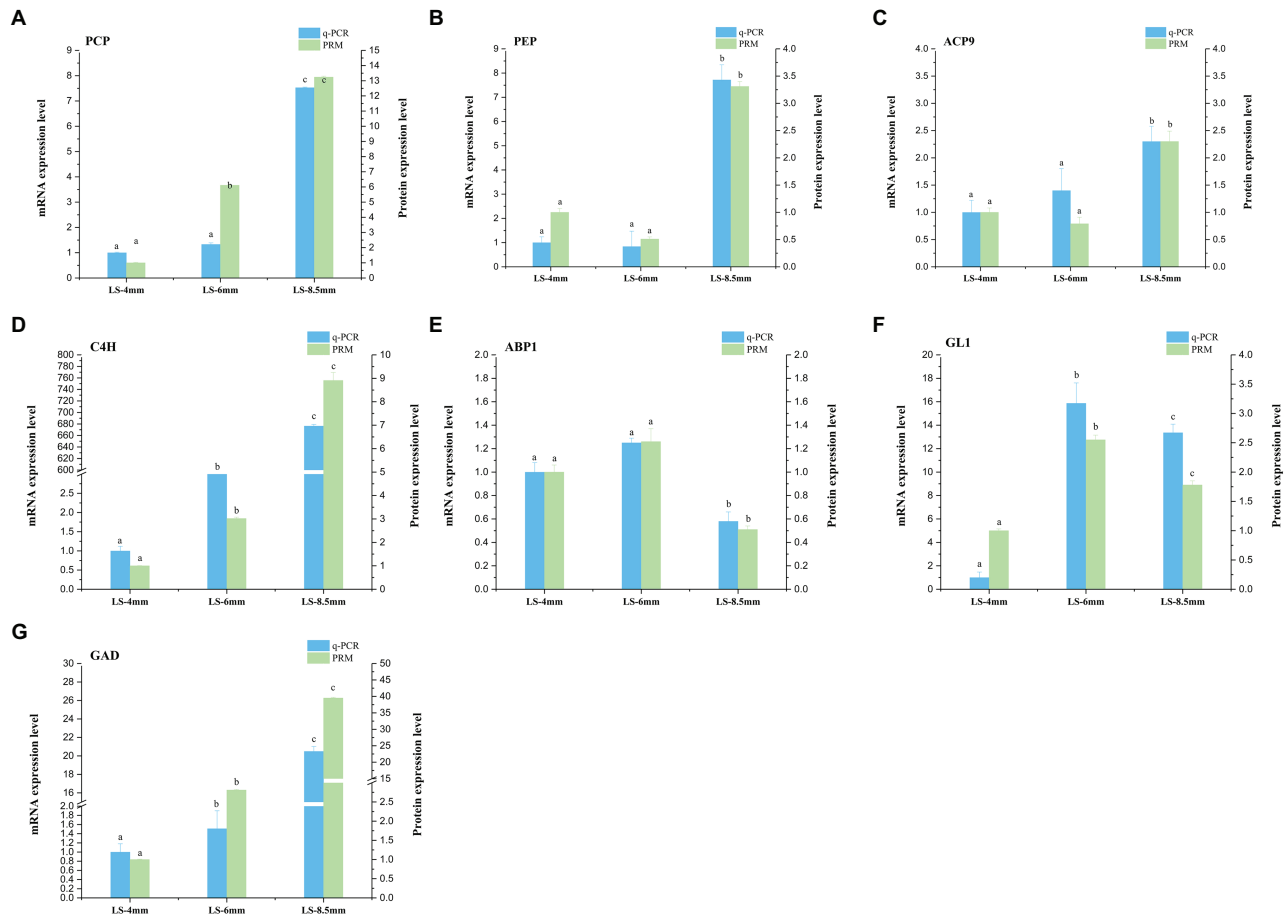
qRT-PCR and parallel reaction monitoring (PRM) of genes and proteins involved in in the metabolic pathways by which fatty acids are converted to sugars. Samples were obtained from 4-, 6-, and 8.5-mm spikelets in *O. longistaminata*. **(A–G)** represents qRT-PCR and PRM results of key enzymes PCP, PEP, ACP9, C4H, ABP1, GL1 and GAD, respectively. Relative gene expression and relative protein rates of each sample were compared to those in 4-mm spikelets. Actin was used as the internal reference gene with the 2^−ΔΔ*C*T^ method. Gene expression is shown in red and protein level in green. The data are means of three biological replicates, and different lowercase letters represent significant differences between stages within the same graph panel (*p*<0.05).

### *OlPCP* Gene Encodes a Endoplasmic Reticulum Localization Protein

Glutamine synthetase (PCP, EC:6.3.1.2) was identified in the proteomics, and its gene ID (BGIOSGA009926) was also identified in the transcriptomics. 

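In RNA-seq, the RNA of PCP, a glutamine synthetase that joins ammonium to glutamate, was close to absent from anthers of 4-mm spikelets and abundant in anthers of 6-mm spikelets. The paper's qRT-PCR of this gene does not show a rise of that size, with a ratio of about 1.3 in Fig. 9A, read by eye. Its protein ratio is 10.66 by parallel reaction monitoring and 5.24 as derived from the paper's proteome ratios to Ls-8.5mm. The cause of the difference was not tested. In RNA-seq PCP stood at 0.854 ± 0.352 CPM in Ls-4mm and 153 ± 3.06 CPM in Ls-6mm (SD, n = 3), which is 174-fold higher, a log2 fold change of 7.45 (standard error 0.10, adjusted p = 2.26e-19 from edgeR's quasi-likelihood test). These levels rest on 43 counts in the 3 Ls-4mm libraries together and 8108 in the 3 Ls-6mm libraries. The gene lies on chromosome 3 from 33005321 to 33008834 on the minus strand and overlaps no other listed gene. The other glutamine synthetases that the study measured as proteins rose less. PCP2 (BGIOSGA011196, chromosome 3 from 6933559 to 6937419) went from 16.1 ± 0.876 to 53.8 ± 3.02 CPM (1.74, standard error 0.07, adjusted p = 3.23e-13), and PCP3 (BGIOSGA005667, chromosome 2 from 32658530 to 32661737) from 90.4 ± 4.53 to 199 ± 4.81 CPM (1.14, standard error 0.04, adjusted p = 1.87e-13). The 3 genes are paralogs and may share reads. The fold of PCP was 76.2 with limma on log2(FPKM + 1), where the pseudocount weighs on its low level in Ls-4mm.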

The study named it *OlPCP* in *O. longistaminata*. KEGG annotated *OlPCP* gene, which was found to participates in glyoxylate and dicarboxylate metabolism during anther development. OlPCP is one of the key enzymes that convert fatty acids into sugars. For subcellular localization analysis, the protoplast transient gene expression vector pAN580 with the CaMV 35S promoter was used in this study. OlPCP was fused with GFP, while mKATE was fused with red fluorescent protein (RFP) as a endoplasmic reticulum localization signal. The GFP signal of the OlPCP protein colocalized with the RFP signal of the mKATE protein in the endoplasmic reticulum, while the signal of 35s::GFP was detected throughout the cell. This observation revealed the endoplasmic reticulum localization of OlPCP (Figure 10). OlPCP synthesized in the endoplasmic reticulum and eventually participated in glyoxylate cycle.

**Figure 10:**
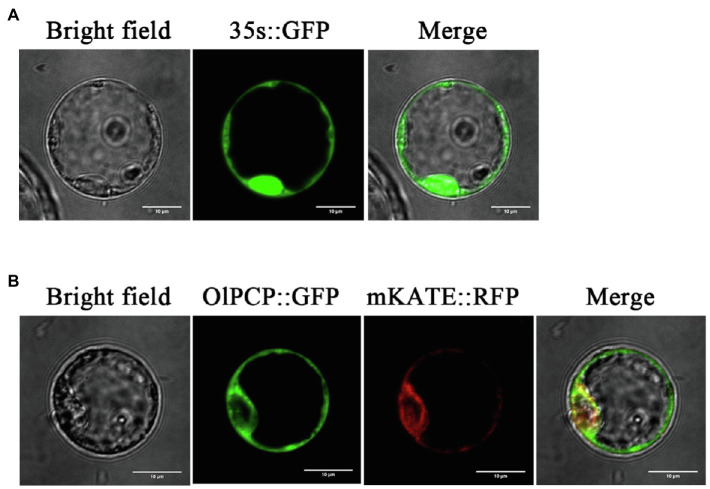
Subcellular localization of OlPCP protein. **(A)** Green fluorescent protein (GFP) protein signal promoted by 35S. **(B)** GFP represents OlPCP and red fluorescent protein (RFP) represents mKATE. Bar=10μm.

## Discussion

### Transcriptomic and Proteome Characteristics of Pollen Development in *Oryza longistaminata*

Our transcriptomic and proteomic study of different pollen development of *O. longistaminata* showed that there was substantial concordance between the proteins and transcripts. In fact, transcripts were detected for 27.4% of the proteins. In this study, the proteome data were much smaller than the transcriptome data, which may be due to the existence of many unanalyzed proteins in *O. longistaminata* (Zhang et al., 2015). Some proteins that were detected by proteomics analysis were not detected in the mRNA analysis in rice, which was attributed to mRNA half-life and stability (Chen et al., 2019). However, there is a high concordance (79.8%) between the identified proteins and the transcriptome. A modest concordance between mRNA levels and proteins in Human and *Arabidopsis* (Fathi et al., 2009; Lan et al., 2011). Partial discordance between mRNA and proteins was determined by translational and post-translational processes. Since the difference between DEGs and DEPs may come from mRNA synthesis rate, post-transcriptional regulation and other translation and post-translation mechanisms (Nakaminami et al., 2014), and top20 differential proteins were screened to understand the function of an enzyme. Many of these proteins are involved in various metabolic pathways, including the biosynthesis of secondary metabolites, fatty acid and glyoxylic acid metabolism (Chen et al., 2019). The glyoxylate acid cycle converts fatty acids to sugars during seed germination of oil plants such as peanut, rapeseed, and cottonseed (Smith, 2002). It was reported that as the activities of glyoxylate acid metabolism-related enzymes increased in rapeseed, the pollen lipid content decreased and the sugar content increased significantly (Zhang et al., 1994). Our study is the first to show a similar pathway in *O. longistaminata*, and enzymes related to the conversion of fatty acids to sugars (which are mainly involved in fatty acid metabolism, the glyoxylic acid cycle, and gluconeogenesis) affect pollen viability. These new data provide theoretical guidance for making use of viable *O. longistaminata* pollen in rice breeding.

### Confirmation of Pollen Viability and the Main Factors That Influence Pollen Germination

Due to self-incompatibility, we had to measure pollen activity separately (Franklin-Tong et al., 2002). The results of I_2_-KI staining, TTC staining, pollen tube growth observation, and pollen tube imprinting showed that *O. longistaminata* had good pollen viability. The pollen development of *O. longistaminata* is different from that of indica/japonica rice, and we therefore performed cytological analysis of anthers from spikelets of different lengths (Tsou et al., 2015). We found that the microspore undergoes the first mitotic division with asymmetric cell division, the microspores are falcate in shape, and starch accumulates inside the microspore. Then the microspore undergoes the second mitosis and divides into two sperm cells. At this point, starches and lipids have accumulated completely, and the spikelet is 8.5mm in length and at stage 11–12 (Li et al., 2010, 2011a,b; Li and Zhang, 2010). Sucrose provides energy for pollen germination, maintains the osmotic balance between pollen and the culture medium, and prevents damage and rupture of the pollen and pollen tube. In a previous report, a sucrose concentration of 10–20% produced the most plant pollen germination *in vitro* (Yin and Zhao, 2005). In this study, optimum germination required more energy (40% sucrose concentration), and SUS was significantly upregulated. These results suggest that more sucrose is synthesized in plants to provide energy for pollen germination in *O. longistaminata*.

### Enzymes Related to the Glyoxylate Cycle During Pollen Development

The glyoxysome is a type of peroxisome (Breidenberg and Beevers, 1967). The glyoxylate cycle enzymes CS, ICL, MS and MDH are localized in the glyoxysome, together with catalase and enzymes of fatty acid β-oxidation (Nishimura et al., 1986). In this study, MDH was successfully identified, quantified, and found to increase in abundance from the 4-mm spikelet to the 8.5-mm spikelet. These data suggest that MDH plays an important role in the conversion of fatty acids to sugars. The direction of action of MDH was OAA reduction rather than malate oxidation, indicating the important role of cytoplasmic MDH in the glyoxylate cycle (Minard and McAlister-Henn, 1991). On the one hand, glutamate is converted to glutamine by the enzyme GAT, glutamine is converted to serine by SHMT, and the enzymes GAT and SHMT were upregulated in 8.5-mm spikelets only stage. On the other hand, ribulose 1,5-bisphosphate is converted to phosphoglycolate by the enzyme RUBISCO, phosphoglycolate is converted to glycolate by FMN, and the enzymes RUBISCO and FMN were upregulated from 6-mm spikelets to 8.5-mm spikelets. The reaction products of these two metabolic pathways, serine and glycolate, are synthesized into glyoxylate, which is used as the raw material for the glyoxylate cycle (Graham et al., 1994; Chen et al., 2000). In oil crops, the expression of glyoxylate cycle-related genes is related to the developmental stage in which pollen lipid content declines, and fatty acid degradation is related to these genes during seed germination. We speculate that these genes may have similar functions in pollen development and seed development (Zhang et al., 1993, 1994, 1996).

### Enzymes Related to Fatty Acid Degradation During Pollen Development

Fatty acids degrade from palmitic acid to form hexadecanoyl-CoA, tetradecanoyl-CoA, dodecanoyl-CoA, decanoyl-CoA, and butanoyl-CoA, and almost all of the fatty acid degradation-related enzymes that catalyze carbon chain reductions were upregulated in 6-mm spikelets, indicating rapid degradation of fatty acids at about the 6-mm spikelet stage. The enzymes PPT, ACBD, and ACO play essential roles in fatty acid degradation during pollen development of *O. longistaminata*. Fatty acids must form acyl-CoA with CoA before entering the mitochondrion. Acyl-CoA enters the mitochondrion and forms acetyl-CoA by fatty acid β-oxidation, and the KCT1 enzyme related to fatty acid oxidation was significantly up-regulated (Laus et al., 2011). In addition, palmitic acid is converted to stearoyl-CoA by the enzyme ACP19, and stearoyl-CoA is degraded to acetyl-CoA through a metabolic pathway similar to that of saturated fatty acids. The rate of fatty acid β-oxidation is controlled by the entry rate of fatty acid CoA into the mitochondria. The glyoxylate cycle consumes acetyl-CoA, which accelerates fatty acid β-oxidation and then promotes the entry of fatty acid CoA into the mitochondria (Diakou et al., 2002; Fan et al., 2017).

### Enzymes Related to Gluconeogenesis and Sucrose Synthesis During Pollen Development

The distribution patterns of some hydrolases in germinating pine pollen indicate that enzymes related to gluconeogenesis significantly increase during different pollen germination periods (0–75h; Malik et al., 1976; Singh et al., 1976). Fats and amino acids are converted very efficiently into sugars by gluconeogenesis in pine pollen, and this ancient metabolic pathway was found in gymnosperms and later in angiosperms such as oil crops, soybeans, and corn (Malik et al., 1978). Here, PEP was successfully identified, quantified, and found to be upregulated in 8.5-mm spikelets only. Phosphoenolpyruvate was formed in the cytoplasm from oxaloacetate by the PEP reaction after the degradation of surface fatty acids through the glyoxylic acid cycle and the TCA cycle. Glucose was synthesized into sucrose (Nakamura et al., 1992), and SUS was also upregulated in 8.5-mm spikelets only. In particular, these results show that regulation of the sucrose synthesis reaction was consistent with that of the gluconeogenesis reaction. Ultimately, this study found a new pathway in which fatty acids can be converted into sugars during pollen development in *O. longistaminata*, and this process may be closely related to pollen viability.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: National Center for Biotechnology Information (NCBI) BioProject database under accession number GSE181045.

## Author Contributions

HH and XP conceived and designed this research as well as wrote the manuscript. YS conducted the experiments and wrote the manuscript. YS, XW, ZC, BL, and LO performed the experiments. All authors contributed to the article and approved the submitted version.

## Funding

This research was supported by the National Key Research and Development Program of China (2016YFD0101104) and Major Project of Jiangxi Provincial Department of Science and Technology (S2016NYZPF0256).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Footnotes

^1^ ftp://ftp.ensembl.org/pub/release-41/fasta/oryzalongistaminata/dna/

# Supplementary material for: Quantitative Proteomics and Transcriptomics Reveals Differences in Proteins During Anthers Development in Oryza longistaminata
**Source:** Front Plant Sci. 2021 Nov 19;12:744792. doi: 10.3389/fpls.2021.744792
**Supplement:** Supplementary file 1

| 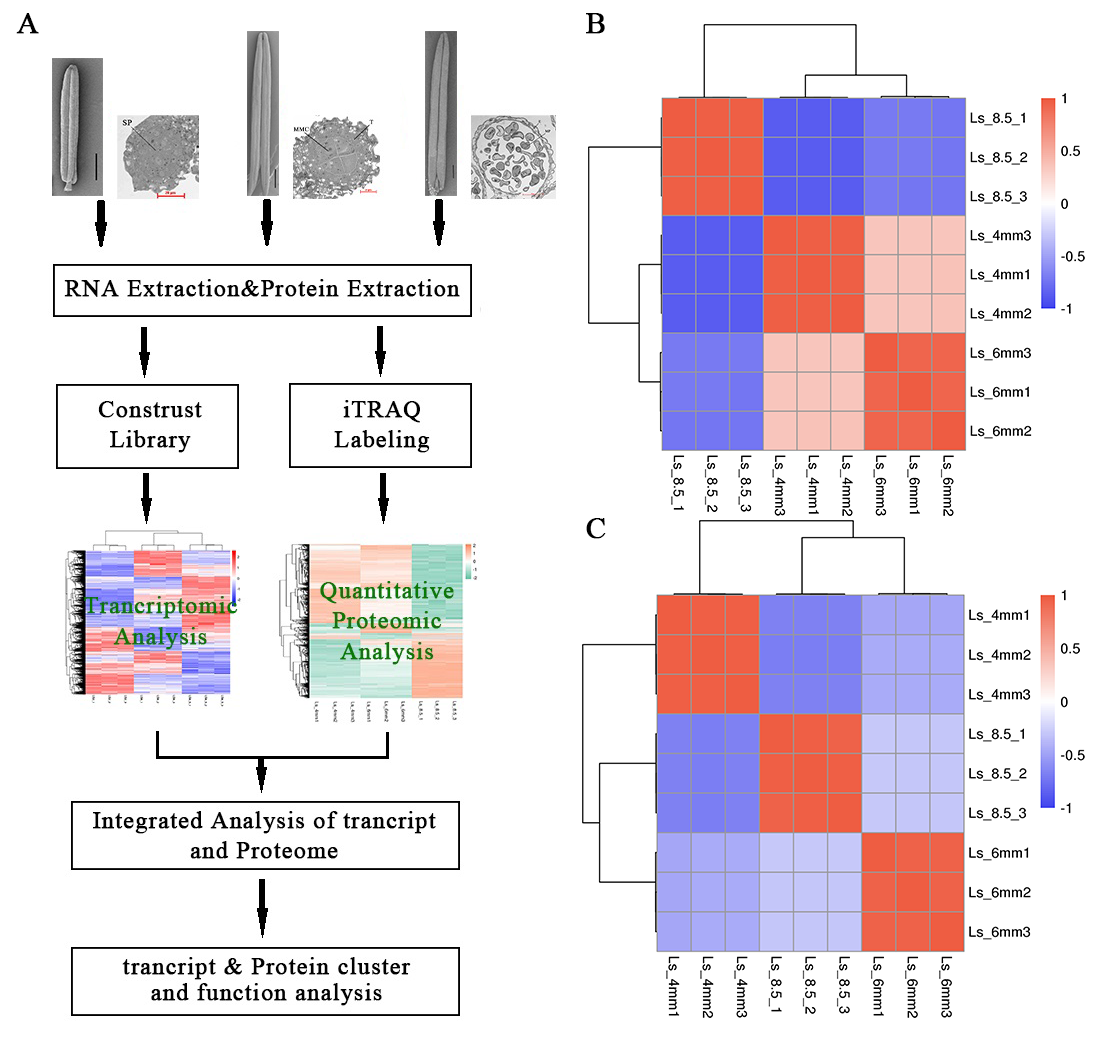 |
| --- |
| **Figure S1.** **Clustering heat map of pearson correlation coefficient.** (A) Schematic workflow of transcriptome and proteome analysis over the course of pollen development in *O. longistaminata*. (B) Clustering heat map of proteomic correlation coefficients; (C) Clustering heat map of transcriptome correlation coefficients. After log2 conversion of the quantitative value and subtracting the mean value, the COR function in R was used to calculate the Pearson correlation coefficient between two samples. After that, the heatmap of PheatMap package in R was used to draw a visual display of the correlation coefficient. The darker the red, the more positive the correlation, and the darker the blue, the more negative the correlation. The better the reproducibility between samples, the redder the color. |

| **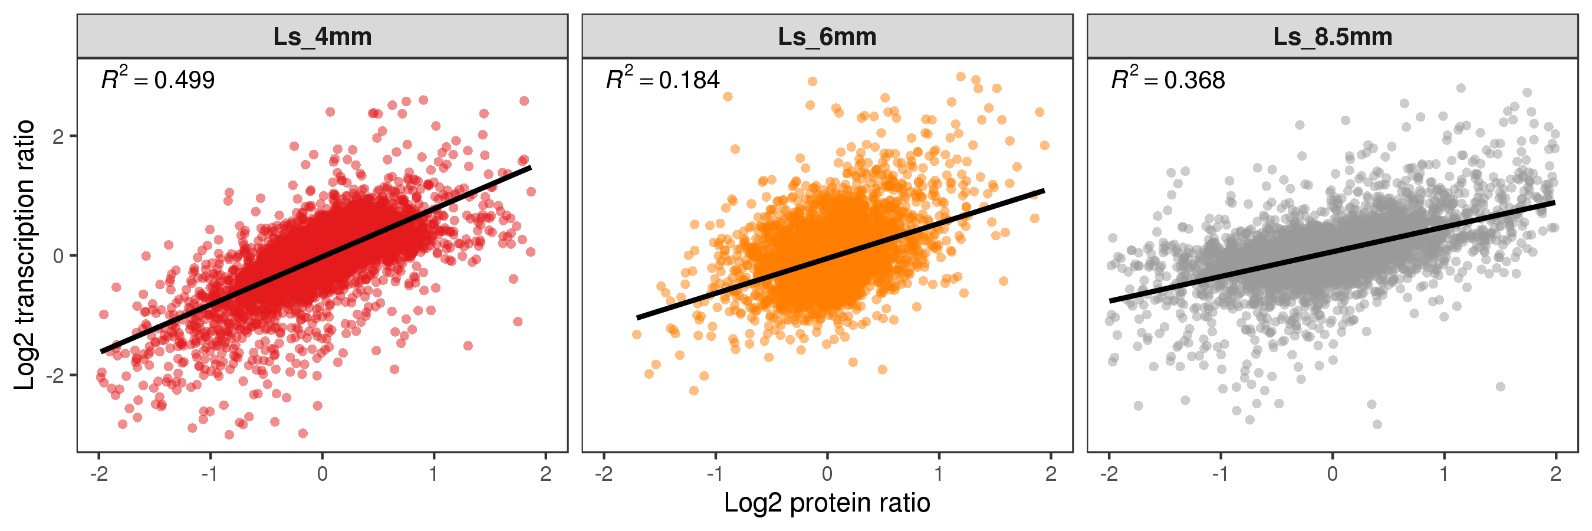** |
| --- |
| **Figure S2.** **Scatter plot of transcripts and their corresponding proteins.** According to the above corresponding relationship between protein and transcriptome ID, the protein expression level and mRNA expression level were combined to draw the scatter plot of protein and mRNA expression level. In order to unify the definition of expression levels, log2 conversion of both protein and transcriptome expression levels is required before drawing the scatter plot, and the mean value is subtracted. In the figure, protein expression is shown on the horizontal axis and transcript expression is shown on the vertical axis. For different samples, draw a scatter chart and add a trend line. |

| **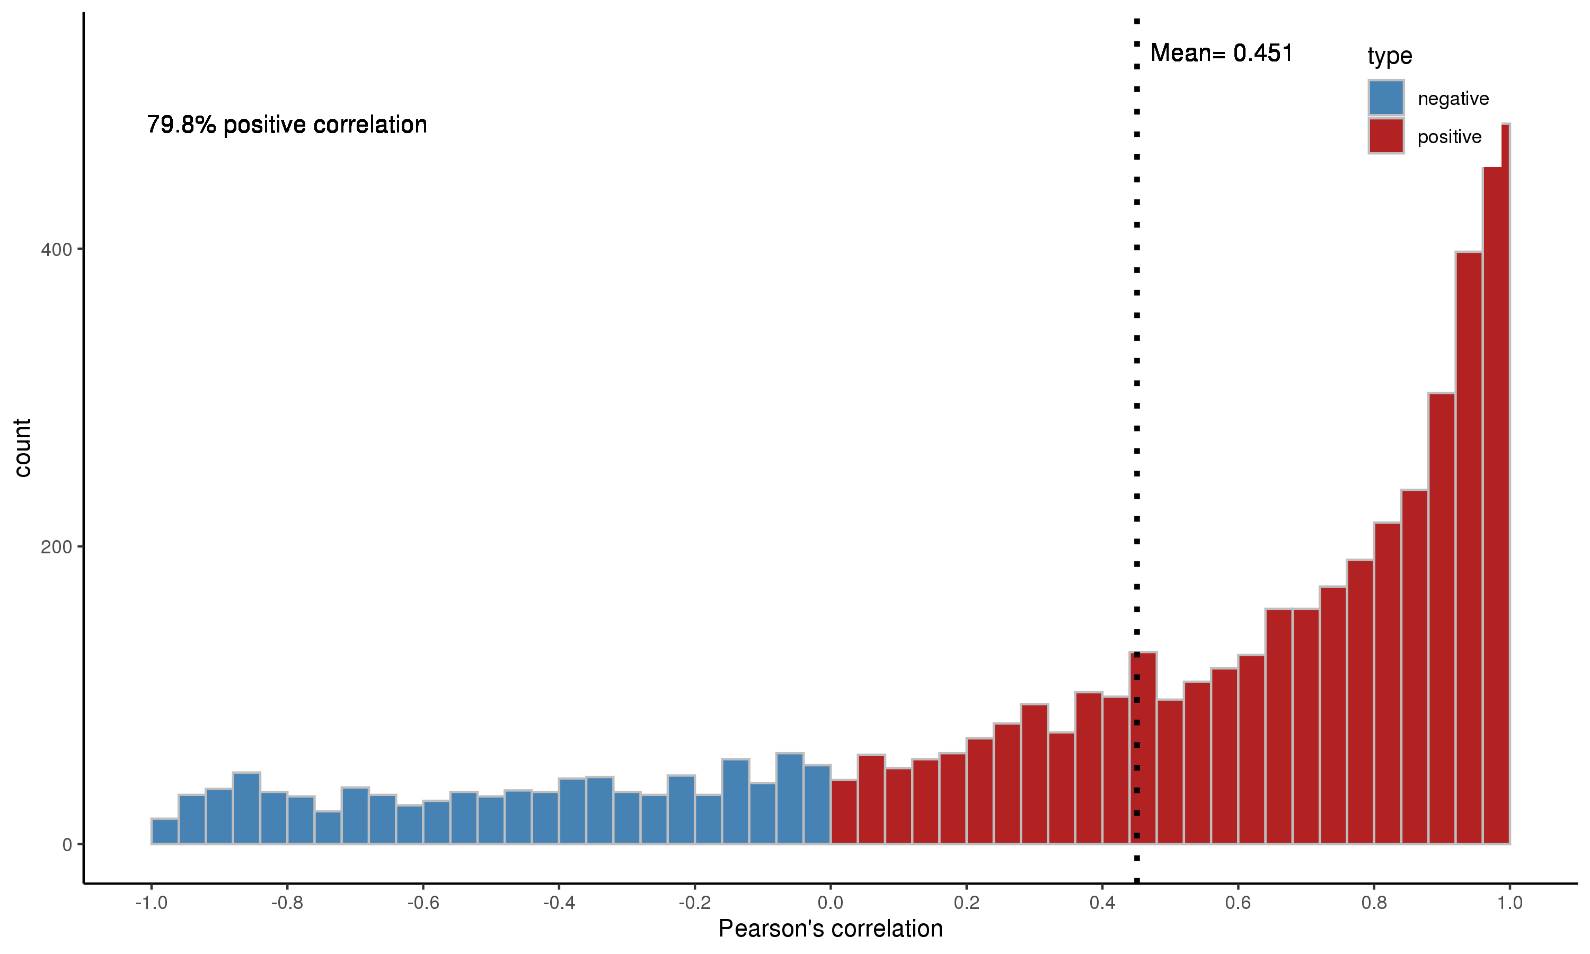** |
| --- |
| **Figure S3.** **Cumulative distribution of Pearson correlation coefficient between transcriptome and proteome quantification.** The Pearson correlation coefficients of each protein and the corresponding transcript were calculated, and the Pearson correlation coefficients were calculated and the histogram was drawn. The abscissor represents the Pearson correlation coefficient, and the ordinate represents the number of proteins or transcripts under the Pearson correlation coefficient. Pearson correlation coefficient greater than 0 (positive correlation between protein and transcript) is shown in red, and Pearson correlation coefficient less than 0 (negative correlation between protein and transcript) is shown in blue. |

Table S1. Rusult information of fatty acid content at three developmental stages in *O. longistaminata*.

| Fatty acid name | Ls-4mm | Ls-6mm | Ls-8.5mm |
| --- | --- | --- | --- |
| Linoleic acid(18:2-Δ9C ,12C) | 33.65±0.22 | 30.62±0.31 | 18.59±0.03 |
| Oleic acid(18:1-Δ9C) | 9.48±0.1 | 12.01±0.07 | 7.2±0.02 |
| Palmitic acid(16:0) | 25.72±0.24 | 24.09±0.29 | 18.67±0.05 |
| Decanoic acid(10:0) | 3.47±0.09 | 2.72±0.04 | 2.32±0.05 |
| Octanoic acid(8:0) | 0.83±0.21 | 0.83±0.15 | 0.37±0.26 |
| Butanoic acid(4:0) | 7.72±0.07 | 6.05±0.07 | 4.07±0.07 |

Table S2. Rusult information of sugar components at three developmental stages in *O. longistaminata*.

| Sugar name | Ls-4mm | Ls-6mm | Ls-8.5mm |
| --- | --- | --- | --- |
| sucrose | 23.56±1.02 | 37.57±0.56 | 60.33±1.32 |
| glucose | 8.06±0.35 | 10.21±0.67 | 19.82±0.88 |
| fructose | 11.36±0.42 | 15.97±0.73 | 26.89±1.02 |

Table S3. GSEA result information of KEGG pathway based on quantitative correlation coefficient of transcriptome and proteome in *O. longistaminata*.

| KEGG pathway name | SIZE | NES | NOM p-val |
| --- | --- | --- | --- |
| Nitrogen metabolism | 13 | 0.70 | 0 |
| Tryptophan metabolism | 21 | 0.58 | 0 |
| Lysine degradation | 17 | 0.60 | 0 |
| Phenylalanine metabolism | 16 | 1.99 | 0 |
| N-glycan biosynthesis | 20 | 1.97 | 0.001106195 |
| Glyoxylate and dicarbocxylate metabolism | 58 | 1.95 | 0 |
| Various types of n-glycan biosynthesis | 22 | 1.87 | 0 |
| Phenylpropanoid biosynthesis | 63 | 1.85 | 0 |
| Butanoate metabolism | 21 | 1.84 | 0.004524887 |
| Arginine and proline metabolism | 24 | 1.69 | 0.005464481 |
| Stilbenoid, diarylheptanoid and gingerol biosynthesis | 8 | 1.66 | 0.021518987 |
| Pryuvate metabolism | 71 | 1.64 | 0.003033367 |
| Beta-alanine metabolism | 25 | 1.61 | 0.014223195 |
| Carbon metabolism | 204 | 1.61 | 0 |
| Alanine, aspartate and glutamate metabolism | 39 | 1.60 | 0.006335797 |
| Glycolysis/Gluconeogenesis | 101 | 1.60 | 0.002020202 |
| Valine, leucine and isoleucine degradation | 33 | 1.60 | 0.012834225 |
| Selenocompound metabolism | 15 | 1.60 | 0.016627079 |
| Citrate cycle(TCA cycle) | 51 | 1.60 | 0.007209063 |
| Propanoate metabolism | 26 | 1.58 | 0.02826087 |
| Flavonoid biosynthesis | 21 | 1.56 | 0.030371204 |
| Glycine, serine and threonine metabolism | 47 | 1.56 | 0.014705882 |
| Metabolic pathways | 1072 | 1.56 | 0 |
| Biosynthesis of secondary metabolites | 569 | 1.55 | 0 |
| Carbon fixation in photosynthetic organisms | 57 | 1.54 | 0.012219959 |
| Cyanoamino acid metabolism | 23 | 1.54 | 0.03080308 |
| Phenylalanine, tyrosine and tryptophan biosynthesis | 31 | 1.54 | 0.031453364 |
| Steroid biosynthesis | 11 | 1.52 | 0.034739453 |
| Taurine and hypotaurine metabolism | 5 | 1.52 | 0.042876903 |
| Cysteine and methionine metabolism | 61 | 1.51 | 0.018386109 |
| Isoquinoline alkaloid biosynthesis | 8 | 1.51 | 0.04713376 |
| Peroxisome | 54 | 1.49 | 0.024640657 |
| Glutathione metabolism | 59 | 1.48 | 0.029501526 |
| Fructose and mannose metabolism | 43 | 1.47 | 0.043933053 |
| Synthesis and degradation of ketone bodies | 5 | 1.46 | 0.049792532 |
| Fatty acid metabolism | 50 | 1.45 | 0.043568466 |
| Diterpenoid biosynthesis | 2 | 1.44 | 0.036977492 |
| Biosynthesis of amina acids | 174 | 1.39 | 0.009 |
| Amino sugar and nucleotide sugar metabolism | 70 | 1.38 | 0.03560529 |
| Ubiquitin mediated proteolysis | 37 | -2.39 | 0 |
| Proteasome | 44 | -1.72 | 0.025 |
| Ribosome biogenesis in eukaryotes | 31 | -1.63 | 0.012820513 |
| RNA transport | 101 | -1.31 | 0 |

Table S4. Result information of KEGG pathway enrichment(cluster1) in *O. longistaminata*.

| Terms | KEGG pathway name | Mapping | Fold enrichment | p value |
| --- | --- | --- | --- | --- |
| map00196 | Photosynthesis | 10 | 9.86 | 8.53E-09 |
| map00195 | Photosynthesis | 19 | 5.03 | 2.47E-09 |
| map00020 | Citrate cycle (TCA cycle) | 23 | 4.8 | 1.43E-10 |
| map00630 | Glyoxylate and dicarboxylate metabolism | 35 | 4.74 | 2.17E-13 |
| map00710 | Carbon fixation in photosynthetic organisms | 29 | 4.51 | 2.87E-12 |
| map00030 | Pentose phosphate pathway | 17 | 3.87 | 1.11E-06 |
| map00400 | Phenylalanine, tyrosine and tryptophan biosynthesis | 15 | 3.7 | 8.60E-06 |
| map01230 | Biosynthesis of amino acids | 63 | 2.84 | 4.7913E-14 |
| map00220 | Arginine biosynthesis | 12 | 3.43 | 0.000145307 |
| map00620 | Pyruvate metabolism | 28 | 3.38 | 9.04E-09 |
| map00260 | Glycine, serine and threonine metabolism | 23 | 3.34 | 2.39E-07 |
| map01200 | Carbon metabolism | 92 | 3.82 | 1.8082E-30 |
| map00051 | Fructose and mannose metabolism | 15 | 3.13 | 6.81E-05 |
| map00280 | Valine, leucine and isoleucine degradation | 15 | 2.96 | 0.0001337 |
| map00010 | Glycolysis / Gluconeogenesis | 32 | 2.82 | 7.16E-08 |
| map00250 | Alanine, aspartate and glutamate metabolism | 17 | 2.87 | 7.06E-05 |
| map00270 | Cysteine and methionine metabolism | 28 | 2.81 | 5.50E-07 |
| map00190 | Oxidative phosphorylation | 23 | 2.5 | 3.88E-05 |
| map01100 | Metabolic pathways | 358 | 1.68 | 1.51E-48 |
| map01110 | Biosynthesis of secondary metabolites | 186 | 1.61 | 1.0919E-07 |

Table S5. Peptide sequences with post translational modifications identified involved in sucrose accumulation and fatty acid degradation in *O. longistaminata*.

Table S6. Differentially expressed proteins involved in sucrose accumulation and fatty acid degradation in *O. longistaminata*.

| Gene Symbol | Enzyme Symbol | Protein Description | Ls8.5mm/Ls4mm | Ls8.5mm/Ls6mm |
| --- | --- | --- | --- | --- |
| **Glyoxylate and dicarboxylate metabolism** | | | | |
| BGIOSGA009926 | PCP | Glutamine synthetase [EC:6.3.1.2] | 6.18 | 1.18 |
| BGIOSGA023784 | GAT | Glutamine amidotransferase [EC:1.4.7.1] | 2.29 | 2.26 |
| BGIOSGA005667 | PCP3 | Glutamine synthetase [EC:6.3.1.2] | 6.41 | 5.34 |
| BGIOSGA011196 | PCP2 | Glutamine synthetase [EC:6.3.1.2] | 10.00 | 4.84 |
| BGIOSGA009738 | MDH | Malate dehydrogenase [EC:1.1.1.37] | 13.47 | 6.98 |
| BGIOSGA013524 | SHMT | Serine hydroxymethyltransferase [EC:2.1.2.1] | 6.05 | 4.95 |
| BGIOSGA038154 | RUBISCO | Ribulose bisphosphate carboxylase [EC:4.1.1.39] | 30.15 | 14.70 |
| BGIOSGA002081 | HPPR | Hydroxyphenylpyruvate reductase [EC:1.1.1.81] | 4.27 | 3.35 |
| BGIOSGA013686 | FMN | hydroxy acid dehydrogenase [EC:1.1.3.15] | 49.59 | 24.04 |
| **Fatty acid metabolism** | | | | |
| BGIOSGA011650 | PPT | Palmitoyl protein thioesterase [EC:3.1.2.22] | 3.59 | 2.77 |
| BGIOSGA015217 | ACP9 | Stearoyl-[acyl-carrier-protein] 9 [EC:1.14.99.6] | 2.91 | 2.91 |
| BGIOSGA018301 | C4H | Cinnamate-4-hydroxylase [EC:1.14.13.11] | 10.26 | 3.8179 |
| BGIOSGA018867 | ABP1 | AMP-binding domain-containing protein | 0.64 | 0.46 |
| BGIOSGA019284 | ACBD | Acyl-CoA dh M domain-containing protein | 6.4901 | 1.5249 |
| BGIOSGA021280 | ACO1 | Acyl-coenzyme A oxidase 1 [EC1.3.3.6] | 2.84 | 2.27 |
| BGIOSGA002347 | ACO4 | Acyl-coenzyme A oxidase 4 [EC1.3.3.6] | 2.10 | 2.31 |
| BGIOSGA005359 | KCT1 | 3-ketoacyl-CoA thiolase 1 [EC:2.3.1.15] | 2.4876 | 1.6229 |
| BGIOSGA033076 | KCT2 | 3-ketoacyl-CoA thiolase 2 [EC:2.3.1.16] | 1.8099 | 1.437 |
| BGIOSGA021279 | ACO | Acyl-coenzyme A oxidase [EC:1.3.3.6] | 3.1791 | 2.6012 |
| BGIOSGA032771 | ACC | Acetyl-CoA carboxylase [EC 6.4.1.2] | 2.6316 | 0.6055 |
| BGIOSGA031709 | GL1 | Very-long-chain aldehyde decarbonylase [EC:4.1.99.5] | 1.8538 | 0.7371 |
| **Glycolysis / Gluconeogenesis** | | | | |
| BGIOSGA011083 | PEP | Phosphoenolpyruvate carboxykinase [EC 4.1.1.32] | 4.8198 | 11.5346 |
| BGIOSGA010570 | SUS | Sucrose synthase [EC 2.4.1.13] | 1.3916 | 1.1866 |
| BGIOSGA008865 | PRK | Phosphoribulokinase [EC 2.7.1.19] | 28.1909 | 10.1126 |
| BGIOSGA000792 | PEP1 | Phosphoenolpyruvate carboxylase [EC 4.1.1.31] | 1.045 | 0.9323 |
| BGIOSGA026849 | GAD | Glutamate decarboxylase [EC:4.1.1.15] | 15.7175 | 7.5822 |

Table S7. Primer sequences used in qRT-PCR.

| Gene Symbol | Enzyme Symbol | Sequence (5'-3') | Product Length (bp) |
| --- | --- | --- | --- |
| BGIOSGA009926-PA | PCP | F:ATTGCTGGCGTCGTCGTGT | 296 |
| R:TCGTCCTTCTCGGTGTCCC |
| BGIOSGA011083-PA | PEP | F:AAGGGGTCGTTCATCACGTC | 95 |
| R:CATCCTTGACGATGCGCTTG |
| BGIOSGA015217-PA | ACP9 | F:CCTGGGCTGTTTGGACAAGA | 240 |
| R:TGGCGTGCCTTGCAGTATTA |
| BGIOSGA018301-PA | C4H | F:GAGCAGACTGGTGAGATCCG | 145 |
| R:TTCCCCATTCGATCGACCAC |
| BGIOSGA018867-PA | ABP1 | F:GTCAAAGCAAGGCTTGGTGG | 231 |
| R:AGGCACTTCTTCCAATCGCA |
| BGIOSGA031709-PA | GL1 | F:TCGACATGGACGAGTACCCT | 155 |
| R:TGCCAGTCCTGCAAGCATAA |
| BGIOSGA026849-PA | GAD | F:GACCAGATCATCCTGAGCGG | 263 |
| R:TAGGCAACGAGCTCAGCAAA |
| Os03g0718100 | Actin | F:TTCGGACCCAAGAATGCTAAG | 119 |
| R:AACAGATAGGCCGGTTGAAAAC |

Table S8. Peptide sequences of seven candidate proteins in PRM.

| Gene Symbol | Peptide Sequence | Retention Time | Ls6mm/Ls4mm  Ratio | Ls8.5mm/Ls4mm  Ratio | Ls8.5mm/Ls6mm  Ratio |
| --- | --- | --- | --- | --- | --- |
| PCP | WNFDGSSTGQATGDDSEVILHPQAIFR | 26.00 | 10.66 | 5.43 | 0.51 |
| PEP | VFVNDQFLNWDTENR | 19.40 | 0.62 | 3.09 | 5.01 |
| ACP9 | DDNLFEHFSAVAQR | 17.71 | 0.79 | 2.30 | 2.90 |
| C4H | FVPFGVGR | 15.67 | 2.78 | 10.41 | 3.74 |
| ABP1 | GVILDPIPFDLER | 22.89 | 1.26 | 0.51 | 0.40 |
| GL1 | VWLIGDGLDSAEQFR | 21.02 | 2.40 | 23.45 | 9.78 |
| GAD | LLNNLLTEK | 15.53 | 2.33 | 1.48 | 0.64 |
| GAT | VFTDEGLEVLGWR | 27.28 | 1.01 | 1.56 | 1.54 |
| PCP3 | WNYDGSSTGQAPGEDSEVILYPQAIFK | 27.72 | 1.19 | 5.77 | 4.83 |
| PCP2 | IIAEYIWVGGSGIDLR | 27.81 | 2.00 | 7.29 | 3.64 |
| MDH | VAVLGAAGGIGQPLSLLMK | 28.77 | 1.59 | 6.95 | 4.37 |
| SHMT | VADFFDAAVNLALK | 29.09 | 1.67 | 6.29 | 3.77 |
| RUBISCO | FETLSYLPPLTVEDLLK | 29.35 | 2.09 | 21.88 | 10.46 |
| HPPR | FGITTSQICMVGDR | 21.64 | 1.04 | 0.81 | 0.78 |
| FMN | VPYVIFCAPPSR | 23.39 | 1.55 | 3.04 | 1.96 |
| PPT | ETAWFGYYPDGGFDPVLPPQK | 27.92 | 1.55 | 3.04 | 1.96 |
| ACBD | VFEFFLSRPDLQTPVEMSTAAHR | 26.23 | 2.29 | 2.90 | 1.27 |
| ACO1 | IFSDAIEALR | 22.47 | 0.81 | 6.29 | 7.77 |
| ACO4 | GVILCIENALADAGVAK | 28.08 | 1.13 | 1.72 | 1.51 |
| KCT1 | DTYPEDLLTVVLK | 29.32 | 1.73 | 2.08 | 1.20 |
| KCT2 | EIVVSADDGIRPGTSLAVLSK | 21.9 | 1.18 | 1.47 | 1.25 |
| ACO | GWLTEPGPDAELR | 21.3 | 1.38 | 1.97 | 1.43 |
| ACC | SSSVVTDYVGYLSK | 22.49 | 3.67 | 1.87 | 0.51 |
| PRK | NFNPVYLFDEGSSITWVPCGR | 29.23 | 2.48 | 22.13 | 8.93 |
| PEP1 | LADLEAAPAALAR | 19.99 | 1.38 | 1.08 | 0.79 |
| SUS | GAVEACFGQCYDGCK | 14.71 | 0.94 | 115.32 | 122.88 |

Table S9. Peptide sequences of seven candidate proteins in PRM.

| Gene Symbol | Ls4mm | Ls6mm | Ls8.5mm | Gene annotation |
| --- | --- | --- | --- | --- |
| BGIOSGA009631-PA | 0.872 | 0.220 | -1.092 | - |
| BGIOSGA035393-PA | 0.772 | 0.358 | -1.130 | Xyloglucan endotransglucosylase/hydrolase  [Source:UniProtKB/TrEMBL;Acc:A2ZF20] |
| BGIOSGA028246-PA | -0.396 | 1.137 | -0.742 | Xyloglucan endotransglucosylase/hydrolase [Source:UniProtKB/TrEMBL;Acc:A2YSQ3] |
| BGIOSGA004154-PA | 0.140 | 0.923 | -1.063 | PF00150:Cellulase (glycosyl hydrolase family 5) |
| BGIOSGA029899-PA | 0.923 | 0.139 | -1.062 | - |
| BGIOSGA005432-PA | 1.065 | -0.146 | -0.919 | DNA replication licensing factor MCM5 [Source:UniProtKB/Swiss-Prot;Acc:B8AEH3] |
| BGIOSGA029493-PA | -0.057 | 1.027 | -0.970 | - |
| BGIOSGA000898-PA | 0.260 | 0.844 | -1.104 | - |
| BGIOSGA012830-PA | -0.060 | 1.029 | -0.969 | - |
| BGIOSGA028985-PA | 0.926 | 0.135 | -1.061 | PF00069:Protein kinase domain |
| BGIOSGA018610-PA | 0.660 | 0.491 | -1.151 | - |
| BGIOSGA013850-PA | 0.350 | 0.778 | -1.128 | - |
| BGIOSGA002017-PA | 0.859 | 0.238 | -1.09764 | PF07762:Protein of unknown function (DUF1618) |
| BGIOSGA005634-PA | -0.253 | 1.102 | -0.849 | PF04969:CS domain |
| BGIOSGA029208-PA | 0.593 | 0.561 | -1.155 | - |
| BGIOSGA021729-PA | 0.117 | 0.936 | -1.053 | PF08263:Leucine rich repeat N-terminal domain |
| BGIOSGA021700-PA | 0.679 | 0.470 | -1.148 | - |
| BGIOSGA024623-PA | 0.363 | 0.768 | -1.131 | Cellulose synthase  [Source:UniProtKB/TrEMBL;Acc:A2YJC4] |
| BGIOSGA016732-PA | 0.474 | 0.675 | -1.149 | PF00657:GDSL-like Lipase/Acylhydrolase |
| BGIOSGA002744-PA | 0.811 | 0.307 | -1.117 | PF14541:Xylanase inhibitor C-terminal|PF14543:Xylanase inhibitor N-terminal |

Table S10. Peptide sequences of seven candidate proteins in PRM.

| Gene Symbol | Ls4mm | Ls6mm | Ls8.5mm | Gene annotation |
| --- | --- | --- | --- | --- |
| BGIOSGA035511-PA | 0 | 0.001 | 1.999 | PF14368:Probable lipid transfer |
| BGIOSGA000008-PA | 0.003 | 0.002 | 2.995 | PF00190:Cupin |
| BGIOSGA006938-PA | 0.001 | 0.004 | 2.995 | - |
| BGIOSGA032752-PA | 0.002 | 0.004 | 2.994 | - |
| BGIOSGA019733-PA | 0 | 0.002 | 1.333 | - |
| BGIOSGA012258-PA | 0.002 | 0.004 | 1.997 | - |
| BGIOSGA016918-PA | 0.016 | 0.005 | 1.992 | - |
| BGIOSGA020837-PA | 0.001 | 0.005 | 1.665 | Beta-galactosidase [Source:UniProtKB/TrEMBL;Acc:A2YF97] |
| BGIOSGA037299-PA | 0.009 | 0.007 | 2.322 | - |
| BGIOSGA035761-PA | 0.013 | 0.014 | 2.972 | Purple acid phosphatase [Source:UniProtKB/TrEMBL;Acc:B8BN70] |
| BGIOSGA015005-PA | 0.009 | 0.016 | 2.317 | Glutamate decarboxylase [Source:UniProtKB/TrEMBL;Acc:A2XTZ1] |
| BGIOSGA014212-PA | 0 | 0.010 | 1.330 | PF00657:GDSL-like Lipase/Acylhydrolase |
| BGIOSGA020893-PA | 0.025 | 0.022 | 2.301 | - |
| BGIOSGA009455-PA | 0.025 | 0.025 | 2.625 | - |
| BGIOSGA017778-PA | 0.057 | 0.027 | 2.592 | PF03321:GH3 auxin-responsive promoter |
| BGIOSGA020552-PA | 0.044 | 0.028 | 2.604 | PF02458:Transferase family |
| BGIOSGA016363-PA | 0.010 | 0.022 | 1.986 | Beta-fructofuranosidase, insoluble isoenzyme 3 [Source:UniProtKB/Swiss-Prot;Acc:Q01IS8] |
| BGIOSGA010778-PA | 0 | 0.019 | 1.654 | PF00202:Aminotransferase class-III |
| BGIOSGA013767-PA | 0 | 0.023 | 1.978 | - |
| BGIOSGA028722-PA | 0.004 | 0.034 | 2.961 | PF00445:Ribonuclease T2 family |

How the deposited data were processed for this re-analysis (not part of the article)

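RNA-seq of anthers from O. longistaminata was analysed for 4-mm spikelets (Ls-4mm, stage 4) and 6-mm spikelets (Ls-6mm, stage 6), with 3 libraries per stage and 6 in all. Each library was assigned to its stage and replicate number by its title and age label. The 3 libraries of Ls-8.5mm were not analysed here, and so the comparisons with Ls-8.5mm, the test over all stages, the stage patterns and the comparison of RNA with protein ratios of Ls-8.5mm were not analysed here. A further 36 columns of values per sample were not used in any step.

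According to the paper's methods, the authors enriched mRNA with oligo(dT) beads, sequenced it on an Illumina HiSeq platform, removed adapter, poly-N and low-quality reads, and aligned paired-end reads with HISAT2 2.0.5. The count values were made by the authors from these alignments, with featureCounts 1.5.0-p3 named in the submitters' processing notes, and are raw whole numbers per gene as deposited. The FPKM values were computed by the authors before deposit, and in each library count divided by gene length and by FPKM gives a constant, so they are scaled by the coding length of the gene and by a scaled library size. The strand setting of the counting is not given in the sources used here. The paper points to the Ensembl release 41 sequence of O. longistaminata as its reference, whereas the gene identifiers carry the prefix of the annotation of O. sativa subsp. indica, so the assembly behind the positions stays open and they are printed as the table lists them. Total counts per library ran from 14509449 to 16684146 in Ls-4mm and from 17076800 to 21232663 in Ls-6mm. A count of 0 in the 3 libraries of a stage allows up to 3 counts over them together, which is 0.0605 CPM in Ls-4mm and 0.0563 CPM in Ls-6mm, and this covers counting error only.

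Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept with filterByExpr (minimum count 10, minimum total count 15), libraries were scaled by TMM, and stage was the only term of a quasi-likelihood fit. Genes with a Benjamini-Hochberg adjusted p under 0.05 and any fold change were called. Gene lists were written before the data were examined, as words matched to the gene names and descriptions of the table, and each was tested with camera of limma 3.58.1 on log2 CPM (prior count 2) at a preset correlation of 0.01, adjusted over 25 lists, 3 of them the groups of Table S5. The lists were DNA replication and cell cycle, core histones, cytosolic ribosomal proteins, meiosis, fatty acid elongation, plastid fatty acid synthesis, fatty acid beta-oxidation, glyoxylate cycle, gluconeogenesis and sucrose synthesis, starch synthesis, sugar transport and cleavage, photosynthesis, sporopollenin and tapetum, lipid transfer proteins, pectin remodelling, expansins and pollen allergens, cellulose and xyloglucan, callose turnover, actin cytoskeleton, RALF peptides, late embryogenesis abundant proteins and heat shock proteins. Principal components and Pearson's r used log2 FPKM of genes above 0 in every library. Genes named in the text follow a rule set before the data were examined: the genes of Tables S6 and S7, whose protein values had been seen; the 5 largest rises and 5 largest falls among called genes with a named product, no overlap between stages and a mean of at least 10 CPM in the higher stage; for each list the 3 members with the highest mean and the member with the largest called change; and the 5 most abundant named genes of each stage.

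The fit was tested on simulated data in which sets of genes were changed by known folds: edgeR recovered 28% of the genes changed 1.25-fold, 64.6% at 1.5-fold, 78% at 2-fold and 100% at 4-fold, and 17 of its calls, or 11.3%, were genes left unchanged. DESeq2 recovered 22%, 62%, 72% and 98%, with 5.22% of its calls on unchanged genes. Few genes were changed, so the adjusted threshold was stricter than in the real comparison. The shares recovered may therefore be too low for it. Camera called a changed list with both correlations (adjusted p = 8.02e-36 at the preset one and 0.0263 with an estimated one) and called 0 of 100 unchanged lists. Genes were simulated independently of each other, so this does not test camera on lists of correlated genes.

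Alternatives set before the data were examined were DESeq2 1.42.0, size factors by the median of ratios (RLE), library size only, no filter, at least 10 counts in every library, an FDR of at most 0.001 with at least a 2-fold change, the replicate number as a block, limma on log2(FPKM + 1) and log2(FPKM + 0.1), each library left out in turn, an estimated inter-gene correlation, other definitions of a detected gene, and log2(CPM + 1) for principal components and correlations. Added after the data were seen were 4 lists without doubtful members, camera with left-out libraries and with the block, the families of the table's own family column with at least 10 tested genes, and the comparison of RNA with protein ratios of Ls-6mm to Ls-4mm. Permutation tests and Fisher's exact test were run in R.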

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

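The tests of library composition and of gene length below were chosen only after the results they bear on had been seen.

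Between anthers of 6-mm and 4-mm spikelets 19103 genes were called, a comparison whose number of transcripts the paper does not report. The 6 libraries can be split into 3 and 3 in 10 ways, which are too few for a share under 0.05: 1 split, that by stage, gave as many genes, and the highest of the others called 0 genes with edgeR, with 22 to 44 genes at an unadjusted p under 0.05. For the gene lists, 2 splits called 16 of 25 lists at the preset correlation, the split by stage and 1 other, and the 9 splits not by stage called 11 to 16 lists, so passing at this correlation does not set the stages apart from other groupings. Each of the other splits sets 2 libraries of 1 stage and 1 of the other against the rest, so part of the stage difference stays in it. The stage difference also lies within each group of such a split and widens its spread, so few or no gene calls were bound to follow. The splits therefore cannot show how many genes or lists would pass without a stage difference.

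Gene models without a biotype, which the paper does not discuss, also differed between the stages, with 1019 of 1568 tested called, 408 higher and 611 lower in Ls-6mm. This is a smaller share than the 80.6% called among all 23691 tested genes. Of 21 tested genes of the Skp1 family, outside the genes the paper discusses, 17 were higher in Ls-6mm and 1 lower, with a median log2 fold change of 6.49 (5.88 with genes at 0 counts at their bound, adjusted p = 0.000341 from camera, adjusted p = 0.305 with an estimated correlation). Of 16 tested genes of the strictosidine synthase family, 15 were higher and 1 lower, with a median of 7.17 (4.31 at the bound, adjusted p = 0.000299, adjusted p = 0.305 with an estimated correlation), and 13 of the 16 are also members of the sporopollenin and tapetum list.

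Genes of DNA replication, core histones and ribosomal proteins were mostly lower in Ls-6mm, and as groups they passed at the preset correlation but not with an estimated one (adjusted p from 0.0991 to 0.194). A few abundant genes that took up counts at 6 mm would lower all others, but the 100 most abundant genes of Ls-6mm held 6.60 ± 0.175% of the counts in Ls-4mm and 12.6 ± 0.152% in Ls-6mm (SD, n = 3), a log2 change of −0.0956 for all other genes together, against list medians of −2.60, −1.90 and −0.96 when scaled by library size alone. Gene length alone would put the lists within the range of random lists of the same lengths, but 0 of 10000 random lists reached any of the 3 medians, and the smallest gap to the lowest random median was 0.705. The difference in anther stage, which the design names, stays open and no biological explanation was tested.

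Of 78 photosynthesis genes 62 were higher in Ls-6mm and 10 lower, and the list did not pass with an estimated correlation (adjusted p = 0.285 from camera). The most abundant member was the chlorophyll a-b binding protein BGIOSGA003922 at 1497 CPM against 392 CPM. A candidate explanation for the higher levels is green tissue of the spikelet carried into the anther samples, which would make the list vary between libraries of 1 stage. Without plastocyanin-like proteins, the summed CPM of the list varied between the Ls-6mm libraries by a coefficient of variation of 1.95%, more than 96.8% of 10000 random lists matched in expression, whose median was 0.568%. Between the Ls-4mm libraries it was 7.19%, against a median of 1.19% for random lists, so the spread is not particular to 6 mm. Differences average out in random lists of unrelated genes, so any list whose genes vary together would exceed them. Some other lists also spread widely, as callose turnover at 724 ± 64.9 CPM in Ls-4mm and RALF peptides at 349 ± 20.8 CPM in Ls-6mm. Others did not, as DNA replication at 1640 ± 3.43 CPM in Ls-4mm. The spread therefore cannot point to carried-over tissue. Small differences in age between the sampled anthers could give the same spread, and anther walls express photosynthesis genes themselves, so both carried-over tissue and a change within the anther stay open.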

How the results depend on the processing

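Camera with left-out libraries and with the replicate block, the gene families, the lists without doubtful members and the comparison of RNA with protein were chosen only after the data had been seen, and the cause of a change was not tested unless it is named.

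With an FDR of at most 0.001 and at least a 2-fold change, which keeps fewer genes by construction, 5591 genes were higher in Ls-6mm and 3145 lower, against 9960 and 9143, and of the gene models without a biotype 230 were higher and 224 lower. The counts of lists that moved by more than 1.5 times under this threshold are given here, and those of the other lists moved by less or by 1.5 times. They were core histones with 1 higher, cytosolic ribosomal proteins with 15 higher and 65 lower (10 and 61 without bacterial-type families), plastid fatty acid synthesis with 12 higher and 4 lower (8 and 3 without enoyl reductase domains), fatty acid beta-oxidation with 1 and 0, the glyoxylate cycle with 2 and 2, gluconeogenesis and sucrose synthesis with 4 and 1, actin cytoskeleton with 15 and 8 (11 and 8 without cellulose synthases), heat shock proteins with 12 higher, and the Table S5 groups of glyoxylate and dicarboxylate metabolism with 9 and 0, fatty acid metabolism with 2 and 0, and glycolysis with 8 and 1. For lower genes alone they were starch synthesis (4), sporopollenin and tapetum (1), lipid transfer proteins (1), pectin remodelling (1), cellulose and xyloglucan (5), callose turnover (2), late embryogenesis abundant proteins (3) and photosynthesis without plastocyanin-like domains (2).

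With at least 10 counts in every library, which leaves 19954 genes and removes those near 0 in a stage, 257 gene models without a biotype were higher. Genes higher then numbered 0 for DNA replication, 2 for starch synthesis, 10 for sugar transport, 6 for sporopollenin and tapetum, 22 for lipid transfer proteins and 8 for heat shock proteins, and genes lower 1 for pectin remodelling, 0 for the Table S5 glyoxylate group and 1 for its fatty acid group. Adjusted p from camera was then 0.0111 for starch synthesis, 0.118 for sporopollenin and tapetum, 0.0583 for callose turnover and 0.0346 for the Table S5 glycolysis group (ranges over the alternatives 0.0111 to 0.194, 1.28e-05 to 0.122, 0.0185 to 0.304 and 0.0346 to 0.363). With no filter it was 0.0332 for meiosis (range 0.0332 to 0.304) and 0.0285 for starch synthesis, and genes lower numbered 2 for fatty acid elongation, 4 for sporopollenin and tapetum and 8 for lipid transfer proteins.

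With an estimated correlation adjusted p was 0.0991 for DNA replication and for sugar transport, 0.194 for core histones, 0.163 for ribosomal proteins with or without bacterial-type families, for expansins and pollen allergens and for the Table S5 fatty acid group, 0.304 for fatty acid elongation and for callose turnover, 0.285 for photosynthesis (0.272 without plastocyanin-like domains), 0.122 for sporopollenin and tapetum, for lipid transfer proteins and for the Table S5 glyoxylate group, 0.14 for pectin remodelling, 0.319 for cellulose and xyloglucan, 0.167 for RALF peptides and 0.222 for late embryogenesis abundant proteins. No list passed, and 0 families were higher and 0 lower. The estimate was −0.0389 for DNA replication and −0.0191 for sugar transport, below the preset 0.01. A higher correlation therefore does not explain why these lists did not pass. The changed list of the simulated data, where genes were independent, also had a far higher adjusted p from camera with an estimate (0.0263 against 8.02e-36). Not passing with an estimate is therefore no evidence that a list or family did not change.

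With library size as the only scaling the median log2 fold change of all genes moved from 0.04 to −0.10, with 8951 genes higher and 10431 lower. The log2 fold change of 4 genes, called higher at 0.10 to 0.12, then turned to −0.0393 for BGIOSGA012789 (histone H3.3), −0.0363 for BGIOSGA019609, −0.0255 for BGIOSGA023784 (GAT) and −0.0156 for BGIOSGA029184 (a fatty acyl-CoA reductase), moves about the size of that shift, and none of the 4 passed the test. Genes lower numbered 3 for fatty acid elongation, 4 for each of the Table S5 glyoxylate and fatty acid groups and 11 for plastid fatty acid synthesis without enoyl reductase domains, 1 core histone gene was higher, and the Table S5 fatty acid group had an adjusted p of 0.106 (range 0.00389 to 0.163). The Table S5 glyoxylate group had 0 lower genes with DESeq2, with RLE and with the replicate block, its fatty acid group 1 with DESeq2, and 1 core histone gene was higher with limma at either pseudocount.

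On log2(CPM + 1) the first component held 97.12% and the second 0.8608% of the variance, and mean r was 0.9957 within Ls-4mm, 0.9954 within Ls-6mm and 0.8052 between the stages, or 0.9535, 0.9571 and −0.9702 after centring. Leaving out each library in turn gave 88.8 to 89.91% for the first component and 3.884 to 4.17% for the second, and mean r of 0.983 to 0.9841, 0.9853 to 0.986 and 0.8273 to 0.8334, or 0.7217 to 0.8632, 0.7709 to 0.8888 and −0.8904 to −0.8761 after centring. It gave 1 to 3 higher core histone genes (1 without Ls-6mm replicate 2), 1 to 2 lower genes of fatty acid elongation, 3 to 7 lower lipid transfer proteins (7 without Ls-6mm replicate 1), 0 to 2 lower genes of the Table S5 glyoxylate group (0 without Ls-4mm replicate 3 or Ls-6mm replicate 1, 1 without Ls-4mm replicate 2 or Ls-6mm replicate 3), 1 to 2 of its fatty acid group (1 without Ls-4mm replicate 2 or 3 or Ls-6mm replicate 2 or 3) and an adjusted p of 0.0482 to 0.0852 for meiosis (below 0.05 without Ls-4mm replicate 3 or Ls-6mm replicate 2).

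Over the whole table the counts ranged from 9760 to 10148 higher and 8935 to 9114 lower genes with a library left out, and were 10547 and 8657 with DESeq2, 10102 and 8995 with RLE, 11399 and 9925 with no filter, 7898 and 8012 with at least 10 counts in every library, 9833 and 8991 with the replicate block, 9598 and 9418 with limma on log2(FPKM + 1), and 9543 and 9358 on log2(FPKM + 0.1). In each of these, 0 genes called in both were called in opposite directions. Residuals of libraries with the same replicate number correlated at −0.0283, −0.0129 and −0.00884, and no library correlated best with its own number in the other stage. Of 129 named genes, 129 kept their call and direction with RLE, 128 with the replicate block, 127 with DESeq2 and with no filter, 125 to 127 with a library left out, 124 with limma at either pseudocount, 119 with library size only and 88 with an FDR of at most 0.001 and at least a 2-fold change, and 100 of the 104 still tested with at least 10 counts in every library, where PCP has no value. DESeq2 over all stages and over 2 stages are the same fit with 2 stages, as is edgeR on the 2 stages compared, so those alternatives add no value, and those for the test over all stages, the stage patterns and protein ratios of Ls-8.5mm were not run. At this depth a gene with 0 counts in a stage may be present below 0.0605 CPM in Ls-4mm or 0.0563 CPM in Ls-6mm. In the simulated data 28% of genes changed 1.25-fold were recovered. Few genes changed there, so the adjusted threshold was stricter than in the real comparison, and this share is no direct limit of it.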

Differences from the paper's values

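The paper gives qRT-PCR levels relative to 4-mm spikelets (Fig. 9), and the RNA-seq values here are fold changes of normalized counts, so the measures are alike in scale but not in method. For PCP the paper's qRT-PCR ratio of Ls-6mm to Ls-4mm is about 1.3 in Fig. 9A, read by eye, and the RNA-seq fold is 174. For PEP the paper's ratio is about 0.83 in Fig. 9B, read by eye, and the RNA-seq fold is 0.258. For ABP1 the paper's ratio is about 1.2 in Fig. 9E, read by eye, and the RNA-seq fold is 2.50. For GAD the paper's ratio is about 1.5 in Fig. 9G, read by eye, and the RNA-seq fold is 2.47. None of the alternatives set before the data were examined that gave a value brought any of these 4 within 1.5 times of the paper's value, and the folds for PCP ran from 76.2 with limma on log2(FPKM + 1) to 205 without Ls-4mm replicate 3. With at least 10 counts required in every library, PCP was not tested and has no value.

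The paper states that qRT-PCR followed the transcriptome for most of the selected genes. Of the 6 genes whose bars could be read, 5 had the same sign of change in RNA-seq (PCP, PEP, ABP1, GL1 and GAD). ACP9 did not pass the test, at a fold of 0.988 against a bar of about 1.4, read by eye. The count rests on the sign of these readings alone, without the spread of the qRT-PCR values. Several readings lie close to 1, so their direction is uncertain, and for PCP the sizes differ widely. The RNA-seq fold for GL1 was 16.6, within 1.5 times of the paper's bar. The bar for C4H runs into an axis break and was not read.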

Other observations

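The families of the table's own family column, the comparison of RNA with protein ratios and the lists without doubtful members were tests chosen only after the data had been seen.

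Of the pathways from fat to sugar, the lists of beta-oxidation and the glyoxylate cycle went both ways between Ls-4mm and Ls-6mm. Of 9 genes of fatty acid beta-oxidation, 3 were higher in Ls-6mm and 4 lower, and of 20 genes of the glyoxylate cycle 9 were higher and 8 lower, with medians of 0.02 and 0.09 that were −0.12 and −0.05 with library size as the only scaling. Neither list differed from the other genes (adjusted p = 0.928 and 0.962 from camera). The lists were matched by words, and the 3 most abundant members of the glyoxylate list were malate dehydrogenases and an aconitate hydratase. These enzyme types also serve the tricarboxylic acid cycle, so the list does not stand for the glyoxylate cycle alone. Of 11 genes of gluconeogenesis and sucrose synthesis, 7 were higher and 2 lower (median 0.26, or 0.12 with library size only, adjusted p = 0.201), and the abundant sucrose synthase SUS (BGIOSGA010570) rose by 0.25 on the log2 scale while another (BGIOSGA021739) fell by 0.25. The 3 most abundant members of this list and the one with the largest change are all sucrose synthases, the enzyme that cleaves sucrose. Of the proteins that the study grouped in Table S5 from its own protein data, which is not independent evidence of a direction, 27 of 34 genes of glyoxylate and dicarboxylate metabolism were higher and 2 lower (median 0.43, adjusted p = 0.00034, adjusted p = 0.122 with an estimated correlation), 15 of 20 of fatty acid metabolism were higher and 2 lower (median 0.31, or 0.17 with library size only, adjusted p = 0.0289, adjusted p = 0.163 with an estimated correlation), and 21 of 37 of glycolysis and gluconeogenesis were higher and 11 lower (median 0.14, or 0.00 with library size only, adjusted p = 0.179). With library size as the only scaling the Table S5 fatty acid group did not pass (adjusted p = 0.106 from camera). The counts of these 6 lists adjusted over the list alone were the same. Of 42 heat shock proteins 20 were higher and 18 lower, with a median of −0.03 and a mean of 0.77, which differ in sign, and the list did not differ from other genes (adjusted p = 0.956).

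Among 201 gene families with at least 10 tested genes, 23 were higher and 23 lower at the preset correlation and 0 with an estimated one. GDSL lipases had 59 of 68 genes higher and 7 lower (median 3.39, adjusted p = 8.72e-08 from camera, adjusted p = 0.307 with an estimated correlation). NAC-type transcription factors (family NAM) had 61 of 93 higher and 22 lower (median 1.22, adjusted p = 0.00595, adjusted p = 0.299 with an estimated correlation). Sugar transporters of the Sugar_tr family had 46 of 54 higher and 6 lower (median 1.60, adjusted p = 6.34e-05, adjusted p = 0.299 with an estimated correlation). On the lower side were pentatricopeptide repeat proteins, which process organelle RNA, with 63 of 88 lower and 7 higher (median −0.84, adjusted p = 1.58e-05, adjusted p = 0.229 with an estimated correlation), LSM proteins of RNA splicing and decay, with 18 of 22 lower and 0 higher (median −1.04, adjusted p = 0.000283, adjusted p = 0.368 with an estimated correlation), and kinesins, with 34 of 53 lower and 15 higher (median −0.97, adjusted p = 0.000536, adjusted p = 0.434 with an estimated correlation).

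RNA and protein of most enzymes in Table S6 changed in the same direction between Ls-4mm and Ls-6mm. The paper states that it focused on proteins and transcripts that correlated well with each other. A link among these enzymes may follow from that choice, so the tests below cannot show one for enzymes in general. The protein ratio of these stages was taken as the paper's ratio of Ls-8.5mm to Ls-4mm over that of Ls-8.5mm to Ls-6mm. Of 25 enzymes with a direction in both, 23 had the same sign in RNA and protein, the opposite ones being ACO and PEP1, where 19.6 would do so with no link, since 21 rose in RNA and 23 in protein (p = 0.02 from Fisher's exact test). Of the 24 whose RNA was called, 22 had the same sign. Across 26 enzymes, which are not independent replicates and were chosen by the study on its protein data, Spearman's rho was 0.853 and Pearson's r 0.812 (permutation p = 1e-05 for each, the smallest that 1e+05 permutations can give, and 1e-05 after Benjamini-Hochberg adjustment, made for rho and for r separately over the 2 sources of protein ratios). Without the 2 enzymes farthest from the median RNA change, r was 0.834. Against the paper's parallel reaction monitoring ratios of Table S8, 21 of 26 had the same sign (19 of the 24 called), where 18.5 would with no link (p = 0.155), with rho 0.77 and r 0.864, and 0.748 for r without the 2 farthest. In Table S8, 1 pair of enzymes, FMN and PPT, carries identical ratios. The call of ACO in RNA (log2 fold change −0.40, adjusted p = 0.0267) was lost when Ls-4mm replicate 2 or 3 or Ls-6mm replicate 2 or 3 was left out, where its adjusted p ran up to 0.118.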
